# RSL24D1 sustains steady-state ribosome biogenesis and pluripotency translational programs in embryonic stem cells

**DOI:** 10.1038/s41467-023-36037-7

**Published:** 2023-01-23

**Authors:** Sébastien Durand, Marion Bruelle, Fleur Bourdelais, Bigitha Bennychen, Juliana Blin-Gonthier, Caroline Isaac, Aurélia Huyghe, Sylvie Martel, Antoine Seyve, Christophe Vanbelle, Annie Adrait, Yohann Couté, David Meyronet, Frédéric Catez, Jean-Jacques Diaz, Fabrice Lavial, Emiliano P. Ricci, François Ducray, Mathieu Gabut

**Keywords:** Self-renewal, Ribosome, Embryonic stem cells, Histone post-translational modifications, Pluripotency

## Abstract

Embryonic stem cell (ESC) fate decisions are regulated by a complex circuitry that coordinates gene expression at multiple levels from chromatin to mRNA processing. Recently, ribosome biogenesis and translation have emerged as key pathways that efficiently control stem cell homeostasis, yet the underlying molecular mechanisms remain largely unknown. Here, we identified RSL24D1 as highly expressed in both mouse and human pluripotent stem cells. RSL24D1 is associated with nuclear pre-ribosomes and is required for the biogenesis of 60S subunits in mouse ESCs. Interestingly, RSL24D1 depletion significantly impairs global translation, particularly of key pluripotency factors and of components from the Polycomb Repressive Complex 2 (PRC2). While having a moderate impact on differentiation, RSL24D1 depletion significantly alters ESC self-renewal and lineage commitment choices. Altogether, these results demonstrate that RSL24D1-dependant ribosome biogenesis is both required to sustain the expression of pluripotent transcriptional programs and to silence PRC2-regulated developmental programs, which concertedly dictate ESC homeostasis.

## Abstract (web summary)

Pluripotency is coordinated at multiple levels of gene expression. Here the authors show that ribosome biogenesis is tightly regulated in embryonic stem cells (ESC) to control the translation of transcription and chromatin factors and dictate ESC fate.

## Introduction

Pluripotent stem cells (PSCs), including embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), have the unique abilities to self-renew in a naive state while remaining competent to differentiate into all lineages of developing embryos. This ambivalent state is tightly coordinated at different steps of gene expression, which have been extensively described at the chromatin, transcriptional and post-transcriptional levels^1–4^. This led to the identification of key regulatory epigenetic and transcriptional programs that rapidly rewire gene expression and regulate cell fate transitions in response to environmental cues^2,5,6^. For instance, chromatin modifications mediated by the Polycomb Repressive Complexes 1 and 2 (PRC1 and PRC2) play pivotal roles in the transcriptional regulation of pluripotency and differentiation of PSCs^2,5–8^. However, multiple studies suggest that messenger RNA (mRNA) and protein levels are poorly correlated, including in PSCs, thus highlighting the importance of translation regulations for shaping the cellular proteome landscape required for cell fate changes^9–13^. In addition, recent studies highlighted a lower translation efficiency in undifferentiated ESCs, but also in adult stem cells, compared to differentiated progenies^14^. Therefore, this compelling evidence establish protein synthesis regulation as a key player in defining stem cell fate.

In eukaryotes, ribosome biogenesis is a complex and multistep process that involves over 280 ribosome biogenesis factors (RBFs) and different families of non-coding RNAs, consecutively in the nucleoli, the nucleoplasm, and the cytoplasm^15,16^. Many studies have established that the ribosome biogenesis is finely regulated in stem cells and may directly control stem cell properties^14^. Despite a low protein synthesis activity, ESCs display higher levels of rRNA transcription compared to endoderm-committed cells^17^, and rRNA transcription is finely coordinated with proliferation rates and protein synthesis in mouse ESCs^18,19^.

Similarly, several key RBFs are expressed at higher levels in ESCs compared to differentiated progenies and promote ESC self-renewal^20–22^. In addition to these essential RBFs, ribosome subunit-specific RBFs are also required to support ESC maintenance. Indeed, several factors implicated in the maturation of the 40S small ribosome subunit (SSU) are preferentially expressed in naive ESCs compared to differentiated progenies and support the translation of key pluripotency transcription factors (PTFs) such as NANOG^23^. Notably, NOTCHLESS, a RBF of the 60S large ribosome subunit (LSU), is required for the inner cell mass survival during early mouse embryogenesis. However, in contrast to NOTCHLESS functions in adult stem cells homeostasis, it is unclear whether its role in ribosome biogenesis is implicated in this developmental context^24–26^. Therefore, to date, the contributions of ribosome subunit-specific RBFs, especially pre-60S RBFs, to the steady-state stoichiometry of the 40S and 60S subunits and their impact on the regulation of PSC fate decision remain elusive and should be further investigated.

Here, we show that RSL24D1, a conserved homolog of the yeast pre-60S maturation and export factor Rlp24, is expressed at high levels in mouse and human PSCs compared to differentiated progenies and is essential for the maturation of the LSU in pluripotent mouse ESCs. RSL24D1 is also required to maintain a steady-state level of translation, particularly of key PTFs such as NANOG and POU5F1, but also of PRC2 factors that maintain repressive H3K27me3 marks over developmental genes. Moreover, high levels of RSL24D1 are required to support mouse ESC proliferation and self-renewal, while its depletion only has a moderate impact on lineage commitment and ESC differentiation. Altogether, these results establish that a bona fide 60S biogenesis and the resulting translation activity are coordinated with transcription and chromatin regulation networks to control ESC homeostasis.

## Results

### Rsl24d1 expression is enriched in murine and human PSCs

To identify factors contributing to ribosome assembly in PSCs, we first determined the mRNA expression profiles of 303 genes, including RBFs and ribosomal proteins (RPs), in murine PSCs and differentiated cell lines using publicly available RNA-seq data^27^ (Supplemental Fig. S1a and Supplementary Data 1). Although the majority (70%) of these factors were expressed at higher RNA levels (fold change >1.5) in pluripotent cells compared to differentiated cells, Rsl24d1, a predicted ribosome biogenesis factor, displayed the most striking enrichment in PSCs (fold change >10^4^) (Fig. 1a).

**Fig. 1:**
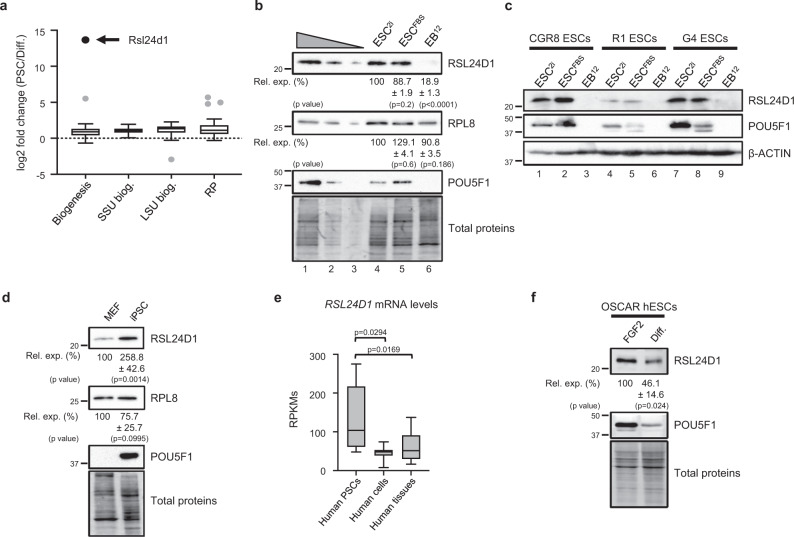
Rsl24d1 expression is enriched in PSCs. **a** Box plot representation of mRNA expression changes in mouse PSCs (5 ESC lines and 2 iPSC clones) and 6 differentiated cell lines, measured by RNA-seq, for factors involved in common ribosome biogenesis (Biogenesis), specific biogenesis factors of the 40S (SSU biog.) or 60S subunits (LSU biog.), and ribosomal proteins (RP). Outlier values and Rsl24d1 are represented by gray and black dots, respectively. Additional details are provided in Supplemental Fig. S1a and in Supplementary Data 1. The boxes represent the 25th to 75th inter-quartile (IQR) and the whiskers +/− 1.5 IQR. The median and the outliers are represented by a line and individual dots, respectively. **b** Representative immunoblots of mouse CGR8 ESCs cultivated in ESC^2i^ or ESC^FBS^ conditions, or differentiated as embryoid bodies for 12 days (EB^12^) (*n* = 4). Lanes 1 to 3 correspond to serial dilutions of ESC^FBS^ (1:1, 1:3, and 1:9, respectively). TCE labeling of proteins is used for normalization (Total Proteins). Quantifications of RSL24D1 and RPL8 signals normalized to total proteins and relative to the ESC^2i^ condition (Rel. exp. (%)) are indicated. Two-tailed Student’s *t* test. **c** Representative immunoblots of CGR8, R1 and G4 mouse ESC lines cultured in ESC^2i^, ESC^FBS^ and differentiated (EB^12^) conditions, as in panel (**b**). POU5F1 and β-ACTIN are shown as pluripotent state and loading controls, respectively. **d** Representative immunoblots of MEFs and iPSCs reprogrammed from MEFs derived from R26^rtTA^;Col1a1^4F2A^ mice after ectopic expression of Pou5f1, Sox2, Klf4 and cMyc (*n* = 4). Quantifications of RSL24D1 and RPL8 immunoblot signals normalized to total proteins and relative to the MEF condition (Rel. exp. (%)) are indicated. Two-tailed Student’s *t* test. **e** Box plot representation of normalized *RSL24D1* mRNA levels in RPKMs (Reads per kilo base per million mapped reads) across independent samples of human PSCs (*n* = 5), cell lines (*n* = )- and adult tissues (*n* = 16) based on published RNA-seq profiles^26^. Two-tailed Student’s *t* test. The median is indicated by a line, the boxes represent the 25th to 75th IQR, and the whiskers from the minimum to the maximum. **f** Representative immunoblots of human OSCAR ESCs maintained in pluripotent state in the presence of FGF2 or in vitro differentiated into EBs (Diff.). POU5F1 levels are indicative of the pluripotency state and TCE-labeled total proteins are used as a loading control (*n* = 3). Quantifications of RSL24D1 signals normalized to total proteins and relative to the FGF2 condition (Rel. exp. (%)) are indicated. Two tailed Student’s *t* test.

We next confirmed that, similar to POU5F1, the RSL24D1 protein was also expressed at a higher level in mouse pluripotent CGR8 ESCs cultured either in serum+LIF (ESC^FBS^) or in 2i-induced naïve ground state (ESC^2i^) conditions compared to in vitro ESC-derived 12-days old differentiated embryoid bodies (EB^12^) (Fig. 1b). In contrast, the expression of RPL8, a canonical RP of the LSU, remained globally unchanged at the protein level as ESCs differentiate (Fig. 1b). More precisely, the dynamics of expression of *Rsl24d1* mRNA is correlated to a rapid downregulation of several key PTFs, including *Pou5f1* and *Nanog*, during the kinetics of ESC differentiation (Supplemental Fig. S1b). Similarly, RSL24D1 protein was consistently expressed at higher levels in ESC^FBS^ conditions and progressively decreased after differentiation initiation to reach the lowest expression in EB^12^ (Supplemental Fig. S1c). The expression of additional RPs also decreased, yet to a lower extent than RSL24D1, while the downregulation of the RBFs EIF6 and GTPBP4 (NOG1) rather followed RSL24D1’s profile.

In addition to CGR8, we assessed the expression of RSL24D1 in two independent mouse ESCs lines (R1 and G4) cultured in similar conditions (ESC^2i^, ESC^FBS^, EB^12^) (Fig. 1c). Although RSL24D1 was expressed at different basal levels in the three ESC models, these results confirmed that RSL24D1 levels were significantly higher in pluripotent ESCs than in ESC-derived differentiated EBs. Altogether, these results firmly demonstrate that RSL24D1 expression is high in murine ESCs and strongly decreases upon differentiation.

We then hypothesized that the expression of Rsl24d1 would rather be determined by the pluripotency status than by the embryonic origin. To evaluate this hypothesis, iPSCs were obtained after ectopic expression of POU5F1, KLF4, c-MYC, and SOX2 in mouse embryonic fibroblasts (MEFs)^28^ and the kinetics of somatic reprogramming was confirmed by the activation of endogenous *Pou5f1* and *Nanog* mRNAs (Supplemental Fig. S1d). While RPL8 expression remained globally unchanged, RSL24D1 expression was highly increased in 14-day old iPSCs compared to parental MEFs (Fig. 1d). Since the early steps of iPSC formation are stochastic^29^, we next investigated *Rsl24d1* mRNA expression in cells with enhanced reprogramming potential at the single cell level from published data^30^. Interestingly, compared to cells engaged in early steps of the reprogramming path (eRP), *Rsl24d1* expression was strongly enhanced in a continuum of cells representing different stages of active reprogramming (pre-PCs) and its levels were even further increased in chimera-competent reprogrammed cells (PCs) expressing high levels of PTFs (Supplemental Fig. S1e). Altogether, these observations suggest that *Rsl24d1* expression is significantly enriched in mouse PSCs regardless of their embryonic origins.

We next investigated whether *Rsl24d1* expression pattern was evolutionarily conserved in human PSCs. RNA-seq data first indicated that, similar to their murine counterparts, human PSCs expressed higher levels of *RSL24D1* mRNAs compared to differentiated cell lines or tissues (Fig. 1e)^27^. Western blot analyses of human OSCAR ESCs cultured in self-renewal media (FGF2) and of ESC-derived EBs (Diff.) confirmed a marked decrease of RSL24D1 expression upon differentiation (Fig. 1f) and in adult human tissues (Supplemental Fig. S1f)^31^. In addition, RSL24D1 was expressed at similar levels in both human OSCAR and H9 ESCs maintained either in primed (TL and FGF2) or naive-like (TL2i) conditions^31^ (Supplemental Fig. S1g). Taken together, these results indicate that RSL24D1 enhanced expression pattern is associated to pluripotency and evolutionarily conserved in PSCs.

### RSL24D1 is associated with nuclear pre-ribosomes in ESCs

The role of RSL24D1 in higher eukaryotes remains unknown. Therefore, to gain insight into its molecular functions in mouse ESCs, we first compared its sequence and structure with conserved homologs. Indeed, Rlp24, the yeast homolog of RSL24D1, is a RBF involved in the export of nuclear pre-60S ribosomal particles to the cytoplasm where they undergo the final steps of maturation, including Rlp24 substitution by the canonical RP eL24 (Rpl24)^16,32^. Multiple protein alignments of yeast Rlp24 to higher eukaryote homologs revealed that the first 130 amino acids of Rlp24 are well conserved from yeast to human (Supplemental Fig. S2a, b). In particular, RSL24D1 homologs were strongly conserved in mammals, with a sequence identity over 96%, but lacked the yeast-specific C-terminal extension of Rlp24.

We next compared the predicted structure of mouse RSL24D1 with cryo-EM structures of yeast and human protein homologs, which have been recently obtained from nuclear pre-60S intermediates, while they are absent in cytoplasmic pre-60S particles^33,34^. Interestingly, the first 135 amino acids of mouse RSL24D1 almost perfectly matched the yeast Rlp24 and human RSL24D1 structures from pre-60S intermediates (Fig. 2a). Altogether, these results strongly support a conserved function of RSL24D1 in the nuclear maturation of the pre-60S particles in mouse ESCs.

**Fig. 2:**
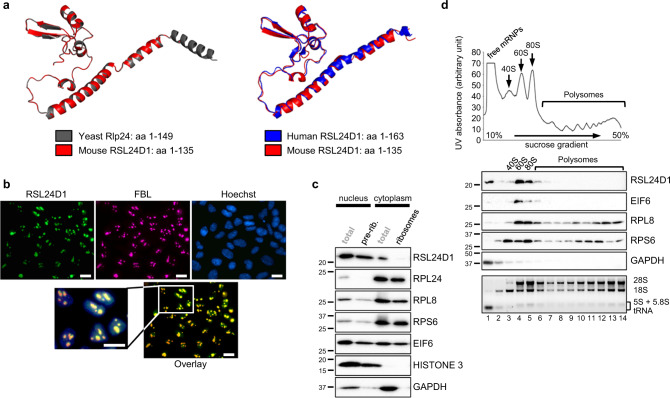
RSL24D1 is associated with pre-60S subunits in mouse ESCs. **a** Comparison of the mouse RSL24D1 predicted structure (amino acids 1–135, red color) with the yeast Rlp24 structure (amino acids 1–149, gray color, left panel) and the human RSL24D1 structure (amino acids 1–163, blue color, right panel)^33,34^. The mouse RSL24D1 protein structure was predicted from the 6N8J and 6LSS PDB structures using the swiss-model structure assessment tool^69^. **b** Representative images of naive CGR8 cells stained with Hoechst and with anti-FBL and anti-RSL24D1 antibodies (20× objective) (*n* = 3). The scale bar represents 10 μm. **c** Representative immunoblots of ESC^FBS^ nucleo-cytoplasmic fractions before (total) and after sucrose cushion purifications of nuclear pre-ribosomes (pre-rib.) and cytoplasmic ribosomes (ribosomes) (*n* = 3). HISTONE 3 and GAPDH are shown as specific nuclear and cytoplasmic proteins, respectively. **d** Polysome profiling of CGR8 ESC^FBS^ cytoplasmic extracts. Ribosome-free fractions (free mRNPs), 40S, 60S, 80S monosomes and polysomes are detected by UV-absorbance and indicated on the absorbance curve (upper panel). Representative immunoblots of gradient fractions (middle panel) (*n* = 3). GAPDH is used as a control of the free mRNPs. Total RNAs were extracted from collected fractions, analyzed on non-denaturing agarose gels, and revealed with ethidium bromide. The positions of the 28S, 18S, 5.8S, 5S rRNAs, and tRNAs are indicated (lower panel).

To test this hypothesis, the localization of RSL24D1 was analyzed in CGR8 ESCs. Since no difference in RSL24D1 expression was observed between the ESC^2i^ and ESC^FBS^ conditions, all following experiments were performed in CGR8 ESC^FBS^. Cell fractionation assays confirmed that RSL24D1 was predominantly detected in the nuclear fraction (68%) and to a lower extent in the cytoplasmic fraction (32%), while RPL24 was almost exclusively present in the cytoplasm (95%) (Supplemental Fig. S2c). Furthermore, RSL24D1 was expressed in all colony-forming ESCs regardless of POU5F1 steady-state levels (Supplemental Fig. S2d) and was predominantly concentrated within nuclear foci containing the RBF Fibrillarin (FBL) (Fig. 2b), therefore suggesting that RSL24D1 is mostly located in ESC nucleoli^35^.

We then asked whether RSL24D1 was associated with pre-ribosomal particles in CGR8 ESC^FBS^. Following cell fractionation, pre-ribosomal and ribosomal particles were respectively isolated from nuclear and cytoplasmic fractions by ultracentrifugation on sucrose cushions. In contrast to RPL8 (LSU) and RPS6 (SSU) that were both present in nuclear and cytoplasmic ribosomal particles, RPL24 was exclusively present in cytoplasmic ribosomes (Fig. 2c). In addition, the LSU biogenesis factor EIF6, homolog of yeast Tif6, co-purified with both nuclear and cytoplasmic ribosomal particles, whereas RSL24D1 was predominantly detected in nuclear pre-ribosomes and slightly associated with cytoplasmic ribosomes (Fig. 2c). These observations suggest that RSL24D1 is rapidly removed from cytoplasmic pre-ribosomes and most likely replaced by RPL24 after nuclear export, in agreement with observations in yeast and human^16,32,33^.

To confirm that RSL24D1 is associated with pre-60S particles, cytoplasmic fractions were analyzed by polysome profiling assays to separate the 40S, 60S, 80S (monosomes) and polysomes (Fig. 2d). As expected, RPL8 and RPS6 were predominantly detected in 60S and 40S ribosomal fractions, respectively, and both proteins were also present in monosomes and polysomes (Fig. 2d). In contrast, EIF6 was mainly detected in 60S fractions (lane 4), suggesting that they also contain pre-60S particles, and to a lower extent in 80S fractions (lanes 5 and 6), most likely reflecting an incomplete separation of 80S and 60S. Strikingly, RSL24D1 was only detected in EIF6-containing fractions. Altogether, these results indicate for that RSL24D1 is a LSU RBF in higher eukaryotes, which is incorporated into nucleolar pre-60S particles, transits to the cytoplasm and is subsequently removed from cytoplasmic pre-60S.

### RSL24D1 loss impairs ribosome biogenesis and translation

To confirm that RSL24D1 is involved in ribosome biogenesis, we then determined whether its depletion impacts the accumulation and activity of mature cytoplasmic ribosomes. Rsl24d1 siRNA treatment for 72 h resulted in an efficient depletion of RSL24D1 (>67%) in CGR8 ESCs compared to control non-targeting siRNAs (Fig. 3a). Interestingly, RSL24D1 depletion did not detectably affect the structure and the number of FBL-containing nucleoli (Supplemental Fig. 3a), thus suggesting that decreasing RSL24D1 levels does not significantly impair early ribosome biogenesis.

**Fig. 3:**
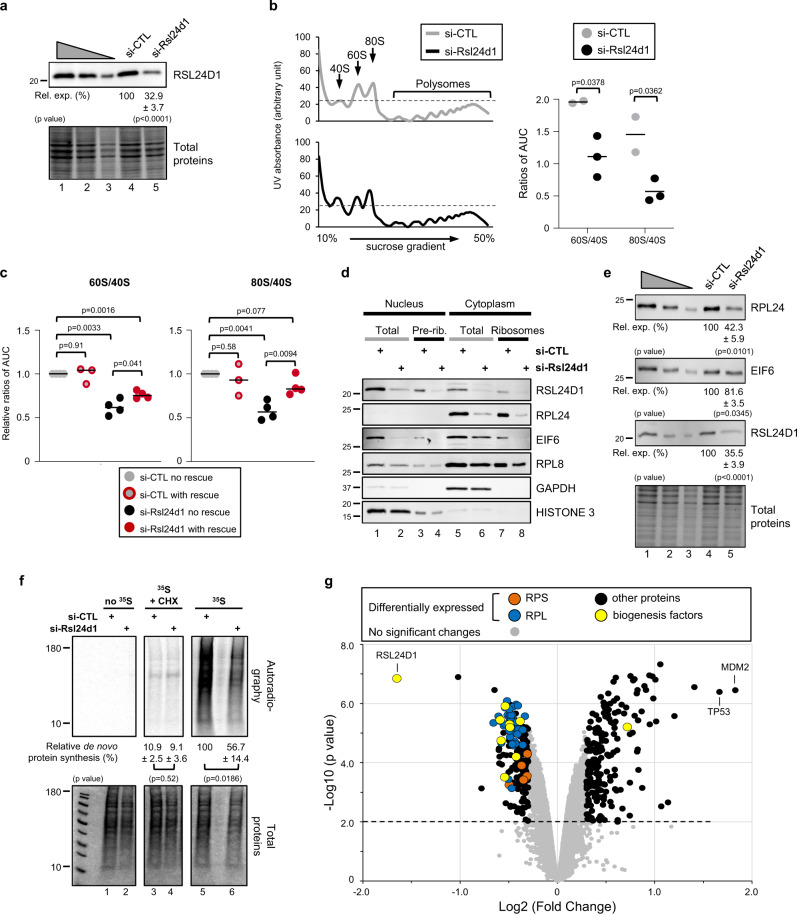
RSL24D1 depletion alters ribosome biogenesis and protein translation. **a** Representative immunoblot of total extracts from si-CTL and si-Rsl24d1 treated CGR8s (*n* = 3). Lanes 1 to 3 correspond to serial dilutions of ESC^FBS^ (1:1, 1:3, and 1:9, respectively). Quantifications of RSL24D1 signals normalized to total proteins and relative to the si-CTL condition (Rel. exp. (%)) are indicated. Two tailed Student’s *t* test. **b** Left panel. Polysome profiling of cytoplasmic extracts from ESC^FBS^ treated with si-CTL or si-Rsl24d1. 40S, 60S, 80S, and polysomes are indicated. Right panel. Dot plot indicating ratios of 60S/40S and 80S/40S absorbance peaks calculated by determining the area under the curve (AUC) for the 40S, 60S, and 80S absorbance signals (*n* = 3). Two tailed Student’s *t* test. **c** Dot plots indicating ratios of 60S/40S and 80S/40S absorbance peaks, as previously described in panel (**b**), in CGR8-RESCUE cells treated with si-CTL and cultured in the absence (si-CTL no RESCUE) or presence of doxycycline (si-CTL with RESCUE), or treated with si-RSL24D1 while expressing (si-Rsl24d1 with RESCUE) or not (si-Rsl24d1 no RESCUE) the ectopic RSL24D1 protein (*n* = 3). Two tailed Student’s *t* test. **d** Representative immunoblots of nucleo-cytoplasmic fractions of CGR8 ESC^FBS^ transfected with si-CTL or si-Rsl24d1, before (Total) and after ribosome purification on sucrose cushions (pre-rib. or ribosomes) (*n* = 3). HISTONE 3 and GAPDH are shown as specific nuclear and cytoplasmic proteins, respectively. **e** Representative immunoblots of total extracts from si-CTL and si-Rsl24d1 treated CGR8 ESC^FBS^ (*n* = 3). Lanes 1 to 3 correspond to serial dilutions of si-CTL-treated ESC^FBS^ (1:1, 1:3, and 1:9, respectively). Quantifications of immunoblot signals normalized to total proteins and relative to si-CTL-treated cells (Rel. exp. (%)) are indicated. Two tailed Student’s *t* test. **f** Representative autoradiography (upper panel) and coomassie staining (lower panel) of SDS-PAGE from si-CTL and si-Rsl24d1 treated ESC^FBS^, in the presence or absence of cycloheximide (CHX) and ^35^S-labeled methionine and cysteine. Quantifications of ^35^S signals (autoradiography) are normalized to total proteins (coomassie staining) and expressed relative to si-CTL- and ^35^S-treated ESC^FBS^ (*n* = 3). Two tailed Student’s *t* test. **g** Volcano plot representation of the distribution of protein expression changes detected by mass spectrometry in si-CTL and si-Rsl24d1 treated CGR8s and detailed in Supplementary Data 2. Different protein categories are highlighted with specific colors.

Next, the effect of RSL24D1 depletion on ribosome production was assessed by polysome profiling assays conducted on control- or Rsl24d1-siRNA treated ESCs. The transient depletion of RSL24D1 caused a significant loss of 60S and 80S relative to 40S subunits (Fig. 3b). To achieve a more stable depletion of RSL24D1, we designed two independent shRNAs targeting *Rsl24d1* mRNAs (sh-Rsl24d1-1 and sh-Rsl24d1-2), which resulted in a 51 and 93% depletion of RSL24D1, respectively, compared to control shRNAs (Supplemental Fig. S3b). Interestingly, expressing sh-Rsl24d1-2, which provided the most robust silencing of RSL24D1, also impaired the accumulation of the 80S and 60S subunits, to a similar extent than siRNA-mediated depletion (Supplemental Fig. S3c, d). To confirm that the alteration of ribosomal subunit accumulation was directly caused by RSL24D1 downregulation, we established a CGR8 rescue cell line expressing a siRNA-resistant Rsl24d1-encoding mRNA in a doxycycline inducible manner (Supplemental Fig. S3e). Strikingly, RSL24D1 partial rescue in ESCs was sufficient to prevent a loss of 80S, and to a lower extent, of 60S (Fig. 3c).

To further characterize the molecular alterations resulting from RSL24D1 depletion, nuclear and cytoplasmic ribosomal fractions were isolated from si-CTL and si-Rsl24d1-treated ESCs (Fig. 3d). The depletion of RSL24D1 resulted in a significant loss of EIF6 association with nuclear pre-ribosomes (lanes 3–4) and cytoplasmic particles (lanes 7–8). RPL24 inclusion into cytoplasmic ribosomal particles was also strongly impaired upon RSL24D1 knockdown (lanes 7–8), while the presence of the canonical RPL8 in both nuclear pre-ribosomes and cytoplasmic ribosomes was only marginally affected (lanes 1–8). Moreover, the consistent decrease of RPL24 and EIF6 expression in cytoplasmic (lanes 5–6) and nuclear (lanes 1–2) fractions upon RSL24D1 depletion was further confirmed in total extracts (Fig. 3e). These observations suggest that defects in EIF6 and RPL24 association with pre-60S particles may either result from a recruitment defect or from a decrease in the steady-state levels of these proteins caused by stability or translation alterations. Altogether, these results indicate that RSL24D1 is required for the bona fide maturation of pre-60S particles, at least by allowing EIF6 and RPL24 association with nuclear pre-ribosomes and mature cytoplasmic ribosomes, respectively. Hence, RSL24D1 plays a critical role in the production of mature LSU in mouse ESCs.

Finally, we hypothesized that RSL24D1 depletion may also affect global protein synthesis in ESCs. ^35^S pulse-chase labeling assays were performed on CGR8 ESCs transfected with si-CTL or si-Rsl24d1, in the presence or absence of cycloheximide (CHX), an inhibitor of translation elongation (Fig. 3f). As expected, CHX almost completely abrogated ^35^S incorporation in newly synthetized proteins (lanes 3–4), while RSL24D1 depletion caused a significant reduction (43%) of de novo protein synthesis activity in ESCs (lanes 5–6). Moreover, RSL24D1 expression rescue was sufficient to significantly restore de novo protein synthesis in ESC^FBS^ (Supplemental Fig. S3f).

To define the role of RSL24D1 on ESC proteome regulation, a mass-spectrometry-based quantitative proteomic analysis was performed on si-CTL or si-Rsl24d1 treated cells (Supplementary Data 2). These results revealed that steady-state expression levels of 391 out of 6711 detected proteins were altered when RSL24D1 was depleted (Fig. 3g and Supplemental Fig. S3g). 192 proteins were downregulated (49,1%), including several RBFs of the pre-60S particles and most of the LSU RPs (46/48), while only 6 out of 33 RPs of the 40S were affected (Supplemental Fig. S3h). Downregulated proteins were strongly enriched in annotations associated with “ribosome” (*p* < 9E−18) and “translation” (*p* < 2E−08) (Supplemental Fig. S3i and Supplementary Data 3A). Conversely, 199 proteins (50.1%) showed increased expression and were enriched in functions associated with “negative regulation of cell growth” (*p* < 1E−03) and “apoptosis” (*p* < 1E−03) (Supplemental Fig. S3i and Supplementary Data 3B). Interestingly, the 2 most upregulated proteins were MDM2 and TP53, therefore strongly supporting that RSL24D1 depletion and subsequent LSU alterations activate the ribosome biogenesis quality control pathway, which transduces ribosomal stress by stabilizing p53^36^. Altogether, these results convincingly demonstrate that RSL24D1 is an essential LSU RBF required for the steady-state protein synthesis in mouse ESCs.

### Rsl24d1 maintains pluripotent transcriptional programs

The effects of *Rsl24d1* knockdown on ribosome biogenesis and translation are likely to impair the regulation of specific gene programs in mouse ESCs. To address this question, RNA-Seq profiling was performed on CGR8 ESCs transfected with control- or Rsl24d1-targeting siRNAs, without or with a rescue expression of ectopic RSL24D1. 

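The day 0 data are 12 of 24 RNA-seq libraries, 3 for each of 4 groups: si-CTL and si-Rsl24d1 cells, each without and with rescue. In the CGR8-RESCUE line, doxycycline (100 ng/ml in the paper's methods) induces an ectopic Rsl24d1 open reading frame. The deposited labels describe the cells without doxycycline as carrying an empty vector. The paper gives collection 72 h after transfection and TruSeq Stranded Total-RNA libraries, whereas the labels of single samples give 48 h and a poly-A kit. The authors quantified the reads with Salmon and summarised them per gene with tximport. The deposited values are log2(TPM + 1), where TPM is the share of a gene's transcripts scaled to a common sum, for 54242 genes listed by symbol, of which 35764 are above 0 in at least 1 library. TPM sum to 1000000 in each library, so the number of reads is not kept, the depth is unknown, and no count test can be run. For the 16447 genes with a mean log2(TPM + 1) of at least 0.5 over the 24 libraries, groups were compared with limma, with 1 estimate of the spread shared by the 8 groups. Genes with a Benjamini-Hochberg adjusted p below 0.01 and a change of more than 1.8-fold on this scale were counted as differentially expressed. Because 1 is added to the TPM, changes of weakly expressed genes are smaller on this scale than as ratios of TPM. A two-sided exact permutation test of 3 libraries against 3 cannot go below p = 0.1, so single values are given with limma's adjusted p. Rsl24d1 itself, which spans 73113426 to 73123333 on chromosome 9 of GRCm38, had a mean log2(TPM + 1) of 7.15 ± 0.06 (SD, n = 3) in si-CTL and 5.20 ± 0.11 in si-Rsl24d1 cells without rescue. This is a log2 fold change of -1.95 (standard error 0.07, adjusted p = 3.2e-14 from limma), or 35.7 TPM against 141 TPM, 25.3% of the control. With each of the 6 libraries left out in turn, the change was at its weakest -1.89. With rescue, Rsl24d1 was at 6.75 ± 0.17 in si-Rsl24d1 cells and 7.25 ± 0.06 in si-CTL cells. The rescued si-Rsl24d1 cells were 1.55 above those without rescue (adjusted p = 7.6e-11 from limma) and -0.40 relative to si-CTL cells without rescue (adjusted p = 1.8e-04 from limma). The symbol does not separate endogenous from ectopic transcripts.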

Genes with the most significant mRNA expression changes (fold change >1.8; *p* < 0.01) were further analyzed. RSL24D1 loss resulted in the altered expression of 1404 genes, including 1099 upregulated (78%) and 305 downregulated (22%) genes (Supplementary Data 4A).

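Between si-Rsl24d1 and si-CTL cells without rescue, 687 of the tested genes were differentially expressed, 560 upregulated (81.5%) and 127 downregulated (18.5%). Without the fold change threshold, the alternative that moved this number most, 5008 genes passed, of which 47.1% were higher. With 0.1 instead of 1 added to the TPM, the number was 1224, with 921 upregulated and 303 downregulated genes. Leaving out each library in turn gave 673 to 728 genes. For 8397 genes (51.05%) the 3 si-Rsl24d1 libraries lay all above or all below the 3 si-CTL libraries, where chance gives 10%. The share was also 41.79% between si-CTL cells with and without rescue at day 0, where 0 genes were differentially expressed. The excess over 10% can therefore not be assigned to the siRNA alone. Among the differentially expressed genes with libraries separated in this way, the snoRNA gene Gm22988 rose most, by 3.87 on the log2 scale (standard error 1.13, adjusted p = 9.6e-03 from limma). Cpz, on chromosome 5 of GRCm38 from 35502218 to 35525698, rose by 3.26 (standard error 0.09, adjusted p = 4.2e-16 from limma), and Ltb4r2 rose by 2.97 (adjusted p = 4.6e-15 from limma). The deepest fall, -8.27, was that of Gm10222, an unprocessed pseudogene (standard error 2.26, adjusted p = 6.1e-03 from limma). Chac1, on chromosome 2 from 119351229 to 119354381, changed by -2.91 (standard error 0.19, adjusted p = 2.7e-10 from limma), and the rRNA gene Gm27783, also among the 3 largest falls, is listed at 0 in si-Rsl24d1 cells.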

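The functional annotations of the downregulated genes were not analysed here with Gene Ontology. A list of 30 target genes of ATF4, written from general knowledge, holds genes of serine and one-carbon metabolism, amino acid transporters and tRNA synthetases, and 27 of its genes were tested. Over all 30 genes, mean log2(TPM + 1) was 5.30 ± 0.06 (SD, n = 3) in si-CTL and 4.48 ± 0.02 in si-Rsl24d1 cells without rescue at day 0, with all 3 si-Rsl24d1 libraries below the 3 controls. The list as a whole was lower by limma's fry test, which compares a gene list between groups (adjusted p = 4.3e-08 over 72 tests). Of its genes, 15 were downregulated and 1 was upregulated past both thresholds, and 24 passed the adjusted p over all genes tested as well as adjusted over the list alone. After Chac1, the deepest falls were those of Nupr1 (log2 fold change -2.03) and Pck2 (-1.70), while Ddit4 rose by 1.74 and Sesn2 by 0.19.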

A Gene Ontology analysis of genes decreased upon *Rsl24d1* depletion revealed a significant enrichment in terms associated with metabolic and transport processes (*p* < 0.01) (Fig. 4a; Supplementary Data 5A). Conversely, upregulated genes upon si-Rsl24d1 treatment were strongly associated with “developmental processes”, “cell differentiation”, “proliferation” and “signal transduction” annotations (*p* < 1E−06) (Fig. 4a; Supplementary Data 5B). 

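Annotations of the upregulated genes were not analysed here with Gene Ontology. In their place, a list of 126 developmental transcription factor and signalling genes was drawn by family name (Hox, Pax, Lhx and other families), of which 49 were expressed highly enough to be tested. Over all 126 genes, mean log2(TPM + 1) was 0.48 ± 0.01 (SD, n = 3) in si-CTL and 0.69 ± 0.01 in si-Rsl24d1 cells without rescue, and 38 of the 49 genes tested were higher, with a mean log2 fold change of 0.424 over the 49. The list was higher by fry with an adjusted p of 1.2e-08 over 72 tests, in all 3 si-Rsl24d1 libraries. The adjusted p over all genes was passed by 22 of its genes, and 24 passed when adjusted over the list alone. Nkx2-9 rose by 2.51, Tbx4 by 2.37 and Wnt8a by 2.22 on the log2 scale, and genes that were lower included Six4 (-0.82) and Pax6 (-0.78). Most genes of these families are weakly expressed in ESCs, so the differences between means are small on this scale.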

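Compared with si-CTL cells without rescue, si-Rsl24d1 cells with rescue had 218 differentially expressed genes at day 0, of which 157 were upregulated (72%) and 61 downregulated. Without the fold change threshold the balance was the opposite, with 1085 genes higher and 3353 lower. Adding 0.1 in place of 1 to the TPM raised the upregulated genes to 332. All genes together were shifted by a median of -0.11 in this comparison, and scaling the libraries by median of ratios took out -0.10 of it. The largest separated rises were those of Cpz (log2 fold change 2.29), Ltb4r2 (2.05) and H2ac19, which is listed at 0 in si-CTL cells. The largest falls were those of the snoRNA gene Gm26457 and of the processed pseudogenes Gm28900 and Gm48323, all 3 listed at 0 in the rescued cells. Against si-CTL cells with rescue, which received doxycycline too, 224 genes differed, 193 higher (86.2%) and 31 lower, led by Cpz (2.34), Ltb4r2 (2.23) and Shisal2b (2.09) and by Gm14308 (-2.65), Chac1 (-2.36) and Nupr1 (-1.57). Of these 224 genes, 219 were also differentially expressed without rescue, all in the same direction. A direct comparison of si-Rsl24d1 cells with and without rescue gave 46 genes, 5 higher and 41 lower with rescue. This number fell to 23 with median of ratios scaling and rose to 83 without day 0 si-Rsl24d1 rescue replicate 3. In it, the pseudogene 2210409E12Rik rose by 1.47 and Gm49858 changed by -1.15, while the snoRNA gene Gm25604 is listed at 0 without rescue, and Gm28900 and Gm47924, also a pseudogene, are listed at 0 with it. For the 687 genes changed without rescue, the log2 fold change with rescue, against si-CTL cells with rescue, was 63.2% of that without rescue in the median, with an interquartile range of 54.2 to 69.8%. The medians of the 3 rescued libraries were 59.9, 60.1 and 68.9% (SD 5.1). The change was smaller with rescue for 681 of the 687 genes (99.1%). With si-CTL cells without rescue as the only control, the median ratio was 0.56. For the 100 upregulated genes of Fig. 4b, as listed in its source data, mean log2(TPM + 1) went from 0.67 in si-CTL to 2.27 in si-Rsl24d1 and 1.67 in rescued cells, and all 100 were closer to si-CTL with rescue. For its 100 downregulated genes the means were 2.77, 1.76 and 2.07, and 91 were closer. All 3 libraries of each group lay apart from those of the others for both sets, and 62.3% and 69.1% of the changes were left. These genes were chosen by the authors on the same libraries and are not independent evidence.

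**Figure D1:**
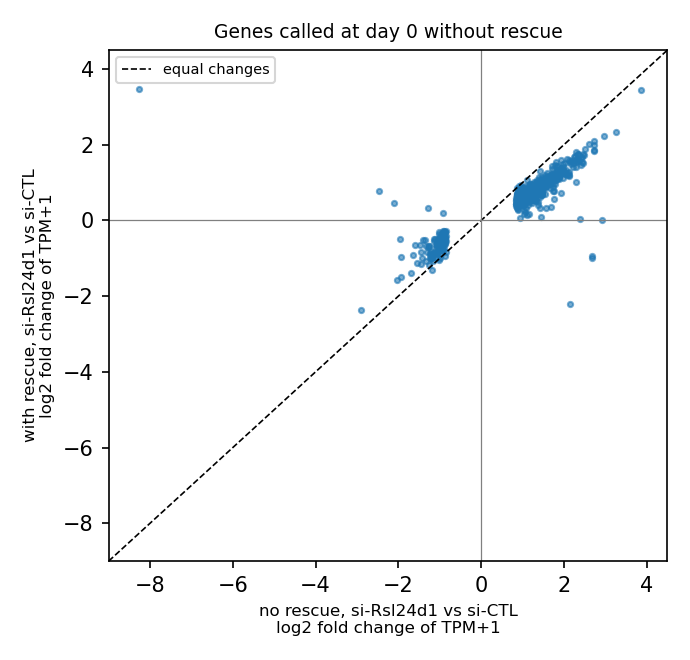
Log2 fold changes of the 687 genes differentially expressed without rescue at day 0, with si-Rsl24d1 against si-CTL without rescue on the x axis and with rescue on the y axis (log2 scale, means of 3 libraries per group, 1 point per gene), and the line of equality. Changes with rescue were smaller for 681 of the genes, with a median of 63.2% of the change without rescue.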

Strikingly, RSL24D1 expression rescue considerably reduced both the number of differentially expressed genes, with 444 upregulated and 86 downregulated genes respectively (Supplemental Fig. S4a) (Supplementary Data 4B) and the amplitude of expression changes observed in this condition (Fig. 4b), specially for germ layer marker genes (Supplemental Fig. S4b). 

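With rescue, the developmental gene families moved less at day 0. Their mean log2(TPM + 1) lay 0.09 above si-CTL cells without rescue (fry adjusted p = 0.00012) and 0.13 above si-CTL cells with rescue, in 3 of 3 libraries each time. It was -0.12 from si-Rsl24d1 cells without rescue (fry adjusted p = 2.8e-05). For the ATF4 target genes, the difference from si-CTL cells without rescue was still -0.78 (fry adjusted p = 6.2e-08), with 13 genes downregulated and 1 upregulated, and that from si-CTL cells with rescue was -0.66. A direct comparison of rescued with unrescued si-Rsl24d1 cells gave 0.04 for this list (fry adjusted p = 0.74), which became significant with median of ratios scaling (adjusted p = 0.046 from limma's fry). Gene Ontology terms of these genes were not analysed here.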

Along this line, differentially expressed genes in rescue ESCs (Supplemental Fig. S4c) have a less significant association to GO annotations previously shown to be enriched as a result of RSL24D1 depletion (Fig. 4a) (Supplementary Data 5C, D). These results suggest that *Rsl24d1* expression in mouse ESCs is required to maintain a coordinated regulation of specific transcription programs that control important ESC biological processes.

**Fig. 4:**
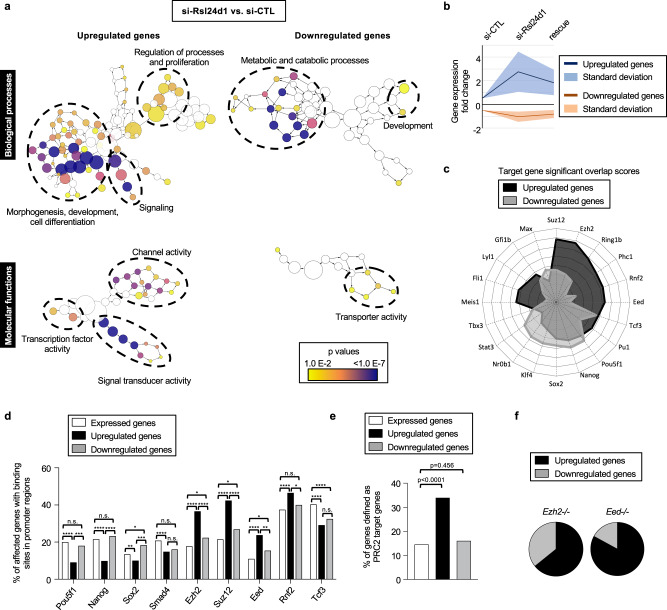
RSL24D1 is required to maintain the regulation of pluripotency and differentiation transcriptional programs. **a** Gene Ontology (GO) enrichment analyses of biological process and molecular function terms associated with genes differentially expressed in CGR8 cells treated with Rsl24d1 siRNAs. The left and right panels represent hierarchical trees of the most enriched terms for genes up- or downregulated in Rsl24d1-depleted cells, respectively. The size of the nodes represents the numbers of genes associated to each GO term, and the corresponding *p* values are indicated by color codes. The most represented GO term categories are indicated. The corresponding data are available in Supplementary Data 5A, B. **b** Graph showing the average fold change for the 200 most differentially expressed genes between si-CTL, si-Rsl24d1 (si-Rsl24d1 no rescue) and rescue (si-Rsl24d1 with rescue) conditions. **c** Radar plot summarizing the StemChecker analysis for PTFs and chromatin-associated factors with a significant association score to the differentially regulated genes in si-Rsl24d1 cells. The corresponding data are available in Supplementary Data 6A, B. **d** Histogram showing the relative proportion of expressed genes (DEseq2 corrected *p* values <0.01, *n* = 6690), up- (*n* = 1099) and downregulated (*n* = 305) genes in Rsl24d1-depleted CGR8 cells containing binding sites for indicated transcription and chromatin-associated factors in their promoter region, established by ChIP-seq analyses^77^. Two sided Fisher’s exact test: n.s. *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **e** Histogram representing the relative proportions of up- and downregulated genes that are known PRC2 target genes^8^. Two sided Fisher’s exact test. **f** Analysis of the proportion of genes affected in Rsl24d1-depleted CGR8 cells displaying similar expression changes in *Eed*^−/−^ or *Ezh2*^−/−^ ESCs^7,9^.

We next hypothesized that the alterations of ESC transcription programs caused by *Rsl24d1* depletion could result from an impaired expression of key transcriptional or epigenetic stemness regulators^37^. Indeed, an analysis using the StemChecker algorithm^38^ revealed that genes downregulated (*n* = 305) upon *Rsl24d1* mRNA knockdown were enriched in targets of key PTFs, including *Nanog*, *Pou5f1*, *Klf4,* and *Sox2* (Fig. 4c; Supplementary Data 6A). Conversely, upregulated genes (*n* = 1099) were preferentially enriched in targets of essential epigenetic regulators of the polycomb family, including *Suz12*, *Eed* and *Ezh2* from PRC2, and *Rnf2* from PRC1 (Fig. 4c; Supplementary Data 6B). As expected, RSL24D1 expression rescue strongly reduced the scores of these target gene predictions (Supplemental Fig. S4d), further reflecting a less profound impairment of ESC transcriptome in the rescue ESCs compared to RSL24D1-depleted cells.

To establish whether genes differentially expressed upon *Rsl24d1* knockdown are direct targets of these PTFs and PRC factors, we next examined the promoter regions of these 1404 genes for enrichment in binding sites for these factors, using ChIP-seq assays performed in mouse ESCs (ChIP-Atlas database^39^) (Fig. 4d and Supplementary Data 7). ChIP-seq data revealed a slight enrichment of SOX2 binding sites near the promoters of downregulated genes, yet POU5F1 and NANOG were not preferentially associated to these promoters. However, the binding sites for these 3 PTFs were less frequently detected in the promoter regions of genes upregulated in absence of Rsl24d1. Conversely, the promoter regions of upregulated genes were significantly enriched in binding sites for PRC1 and PRC2 factors compared to those of downregulated genes (Fig. 4d). Strikingly, about half of promoter regions of upregulated genes were bound by EZH2 (36.8%), SUZ12 (42.4%), EED (23.8%) or RNF2 (46.5%) in mouse ESCs (Fig. 4d and Supplementary Data 7), and more than a third of upregulated genes were recently defined as PRC2 target genes (Fig. 4e)^8^. These results further confirmed that genes down- or upregulated upon RSL24D1 depletion are enriched in direct targets of POU5F1/NANOG or EZH2/SUZ12/EED/RNF2, respectively.

PRC2 is a key epigenetic repressor responsible for H3K27me2 and H3K27me3 modifications, which controls the expression of early commitment genes in ESCs^2,5–7^. Since a large proportion of differentially expressed genes upon RSL24D1 depletion were associated with PRC2 binding sites, we next analyzed the H3K27 methylation status of their promoter regions using published dataset obtained from mouse ESCs^7^ (Supplemental Fig. S4e). While the promoters of downregulated genes were increasingly associated to all H3K27me marks compared to a set of 6690 detected genes, those of upregulated genes showed the strongest enrichment in H3K27me3 repressive marks. These results suggest that the levels of H3K27me3, and of H3K27me2 to a lower extent, may be altered when RSL24D1 is depleted. Accordingly, si-Rsl24d1 treated CGR8 cells displayed lower levels of nuclear H3K27me3 compared to si-CTL treated cells (Supplemental Fig. S4f), suggesting that some of the alterations in gene expression caused by RSL24D1 loss may directly result from this global reduction of H3K27me3.

Finally, we compared RNA-seq predictions from si-Rsl24d1 ESCs with expression profiling from EED and EZH2 knockout mouse ESCs^5,6^. Strikingly, genes similarly impaired in PRC2 mutant ESCs and RSL24D1-depleted ESCs were predominantly upregulated genes (Fig. 4f). Altogether, these results suggest that genes up- or downregulated upon RSL24D1 knockdown are likely controlled by distinct molecular mechanisms. On the one hand, downregulated genes are enriched in key PTF targets, suggesting that the transcriptional regulatory activities of POU5F1 and NANOG are decreased in si-Rsl24d1 treated ESCs. On the other hand, the enrichment of H3K27me3 sites and binding sites for PRC2 proteins in promoter regions of upregulated genes suggests that RSL24D1 depletions most likely hinder the repressive activity of PRC2, therefore, leading to both reduced H3K27me3 deposition and aberrant premature activation of early developmental genes (Supplemental Fig. S4b).

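Levels of early developmental genes at day 0 were measured with lists of marker genes written from general knowledge, which are not the lists behind Supplemental Fig. S4b. For 12 post-implantation markers, mean log2(TPM + 1) rose from 4.05 ± 0.05 (SD, n = 3) in si-CTL to 4.54 ± 0.03 in si-Rsl24d1 cells without rescue, in all 3 libraries (fry adjusted p = 4.3e-08 over 60 tests). Of these markers, 8 were higher and 4 lower, 9 passed the adjusted p over all genes, 9 also passed adjusted over the list alone, and 4 passed both thresholds, all of them higher. Ectoderm markers went from 2.06 ± 0.05 to 2.24 ± 0.03 (fry adjusted p = 0.0023), but their median log2 fold change was -0.07 while the mean was 0.16, so that the rise rests on a minority of the 13 genes tested. Mesoderm markers rose from 1.11 ± 0.03 to 1.28 ± 0.01 (fry adjusted p = 3e-04) and endoderm markers from 1.58 ± 0.07 to 1.69 ± 0.02 (fry adjusted p = 0.045). Each of these means was higher in all 3 si-Rsl24d1 libraries than in the 3 controls. The endoderm p rose above 0.05 without any 1 of 5 of the 6 libraries, to at most 0.12 without day 0 si-CTL no rescue replicate 3, and stayed below it without si-CTL replicate 1. With camera at its preset correlation, a test that compares a list with all other genes, the ectoderm, endoderm and mesoderm differences did not hold (adjusted p = 0.85, 0.16 and 0.22). They therefore rest on fry, and not under every setting of it. The fry adjusted p rose above 0.05 for ectoderm with 0.1 added to the TPM. For endoderm it did so with 2 added and with replicate number as a block. The rescued cells were lower than si-Rsl24d1 cells without rescue by fry for post-implantation (difference -0.24, adjusted p = 0.00034), ectoderm (-0.15, adjusted p = 0.0093), mesoderm (-0.15, adjusted p = 0.0023) and endoderm markers (-0.14, adjusted p = 0.026). All genes were shifted by a median of -0.11 in this comparison, however, the ectoderm difference was -0.07 with median of ratios scaling (fry adjusted p = 0.11), and camera gave adjusted p values of 0.095, 0.85, 0.71 and 0.47 for the 4 lists in turn. Chromatin data were not analysed here. From the binding sites enriched in promoters of upregulated genes and the reduced H3K27me3, the paper proposes that loss of PRC2 repression activates developmental genes too early.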

### RSL24D1 loss impairs of the translation of key stemness factors

To investigate how RSL24D1 modulates the activity of PTFs and PRC2 factors, we first measured whether the loss of RSL24D1 affected their transcription. The mRNA levels of these PTFs and PRC factors were slightly impaired in si-Rsl24d1 ESCs, except for *Nr0b1* that was strongly affected (Supplemental Fig. S5a), suggesting that changes of mRNA expression alone may not be sufficient to account for the alterations of gene expression program observed in ESCs. Since RSL24D1 loss decreased global protein synthesis, the alteration of PTFs and PRC2 factors could also result from a perturbation of the translation of their corresponding mRNAs.

Thus, we next analyzed the association of *Eed*, *Ezh2,* and *Suz12* mRNAs with the different ribosomal fractions in CGR8 cells treated with either si-CTL or si-Rsl24d1 (Fig. 5a). As expected, the majority (>92%) of *Eed*, *Ezh2* and *Suz12* mRNAs were associated with polysomes and therefore actively translated in ESC^FBS^ (Fig. 5b, gray curves). However, RSL24D1 depletion significantly reduced the association of *Eed* and *Ezh2* mRNAs with polysomal fractions while increasing their detection in free mRNPs and monosomes (Fig. 5b, black bars, and Fig. 5c). Although the switch of *Suz12* mRNAs from polysomal to monosomal fractions upon RSL24D1 depletion was not statistically significant, analyses of the polysome fractions alone seemed to indicate that *Suz12* mRNAs tend to transit from heavy to light polysomes in si-Rsl24d1 treated ESCs (Fig. 5b).

**Fig. 5:**
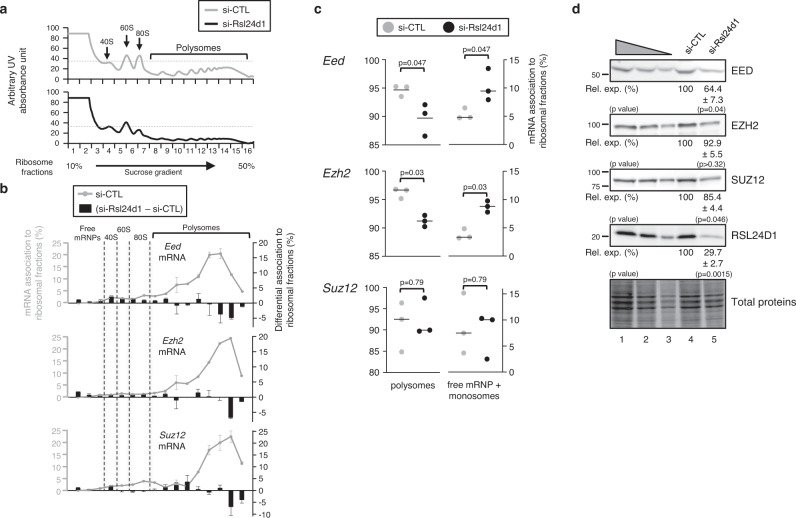
RSL24D1 depletion impairs the translation of core PRC2 factors. **a** Polysome profiling obtained after centrifugation on sucrose gradients of cytoplasmic extracts from naïve pluripotent CGR8 cells treated with non-targeting (si-CTL, gray) or Rsl24d1-targeting siRNAs (si-Rsl24d1, black). 40S, 60S, 80S monosomes and polysomes are detected by UV-absorbance and indicated on the absorbance curve. **b** Graphs representing *Eed*, *Ezh2,* and *Suz12* mRNA levels measured by RT-qPCR in each fraction collected from three independent polysome profiling assays (gray curves, left scales) after normalization with a Luciferase spike-in mRNA and relative to the total amount of mRNAs detected in the polysome profiling (sum of all fractions). The bar graph represents the differential detection of each mRNA in each fraction in CGR8 cells treated with si-Rsl24d1 and control siRNAs (black bars, right scales). **c** Dot plots representing the relative proportions of *Eed*, *Ezh2,* and *Suz12* mRNAs detected by qRT-PCR in free mRNPs/monosomal or polysomal fractions, based on quantifications detailed in the Fig. 5b, in si-CTL (gray) or si-Rsl24d1 (black) treated CGR8 ESC^FBS^ (*n* = 3). Two tailed Student’s *t* test. **d** Representative immunoblots of RSL24D1 (*n* = 3), EED (*n* = 3), EZH2 (*n* = 3) and SUZ12 (*n* = 4) in si-CTL or si-Rsl24d1 treated CGR8 ESC^FBS^. Lanes 1 to 3 correspond to serial dilutions of si-CTL-treated ESC^FBS^ (1:1, 1:3, and 1:9, respectively). TCE-labeled total proteins are used for normalization. Quantifications of immunoblot signals normalized to total proteins and relative to the si-CTL-treated conditions (Rel. exp. (%)) are indicated. Two tailed Student’s *t* test.

To further confirm that RSL24D1 downregulation impaired the translation of *Suz12*, *Eed* and *Ezh2* mRNAs, steady-state expression levels of corresponding proteins were assessed by semi-quantitative western blots on CGR8 total extracts. Interestingly, RSL24D1 depletion induced a significant reduction of EED and SUZ12 levels, albeit no significant downregulation was observed for EZH2 (Fig. 5d). Altogether, these observations suggest that the loss of PRC2 activity upon RSL24D1 depletion is likely caused by a defect in the translation of *Eed*, *Ezh2* and *Suz12* mRNAs in ESCs.

Reminiscent of what was observed for PRC2 factors, we hypothesized that a decrease in *Pou5f1* and *Nanog* translation may be responsible for the observed downregulation of POU5F1 and NANOG target genes in RSL24D1-depleted CGR8 cells. The association of *Nanog* and *Pou5f1* mRNAs to both monosomes and polysomes was also analyzed, as described above (Supplemental Fig. S5b). Although RSL24D1 depletion caused a significant shift of *Nanog* mRNAs from polysomes to monosomes fractions (Supplemental Fig. S5b, c), *Pou5f1* mRNAs association to these ribosome fractions was not significantly impaired. Furthermore, semi-quantitative western blots demonstrated a significant reduction in both POU5F1 and NANOG protein levels in si-Rsl24d1 treated cells compared to si-CTL cells (Fig. S5d). Finally, immunostaining experiments confirmed that POU5F1 downregulation in si-Rsl24d1 treated ESCs did not result from the emergence of POU5F1-negative differentiated cells but rather from a global decrease in POU5F1 expression likely caused both by reduced expression and translation of *Pou5f1* mRNAs (Supplemental Fig. S5e). Altogether, these results confirm that RSL24D1 depletion directly impairs the translation and the accumulation of both key PTFs and core PRC2 factors, which respectively play pivotal roles in controlling gene expression programs and the chromatin landscape underlying cell fate decisions in ESCs.

### High RSL24D1 levels maintain ESC self-renewal and lineage commitment

Since transient RSL24D1 depletion altered the expression of several PTFs and promoted the activation of genes involved in developmental programs, we examined the functions of RSL24D1 for ESC fundamental self-renewal and differentiation capacities. First, siRNA-mediated RSL24D1 downregulation significantly impaired the proliferation of CGR8 cells (Fig. 6a), while rescuing RSL24D1 was sufficient to limit the proliferation alteration. Similarly, the constitutive expression of Rsl24d1-targetting shRNAs altered the kinetics of proliferation of CGR8 cells in a dose-dependent manner (Supplemental Fig. 6a), thus suggesting that RSL24D1 expression levels are directly correlated with cell proliferation. To this end, we also analyzed the impact of RSL24D1 loss on the proliferative capacities of mouse cell lines expressing different levels of RSL24D1. Compared to ESC^FBS^, MEF and NIH3T3 cells expressed reduced levels of endogenous RSL24D1, respectively 16 and 45% (Supplemental Fig. 6b). While the loss of RSL24D1 in CGR8 cells led to a 46% decrease of proliferation, a similar si-RNA mediated depletion of RSL24D1 in MEFs and NIH3T3 reduced cell proliferation by 38 and 25%, respectively (Supplemental Fig. 6c, d). Altogether, these observations suggest that not only high RSL24D1 expression is required in ESCs to sustain enhanced proliferative capacities, but it may play a broader role in sustaining proliferation in non-pluripotent cells.

**Fig. 6:**
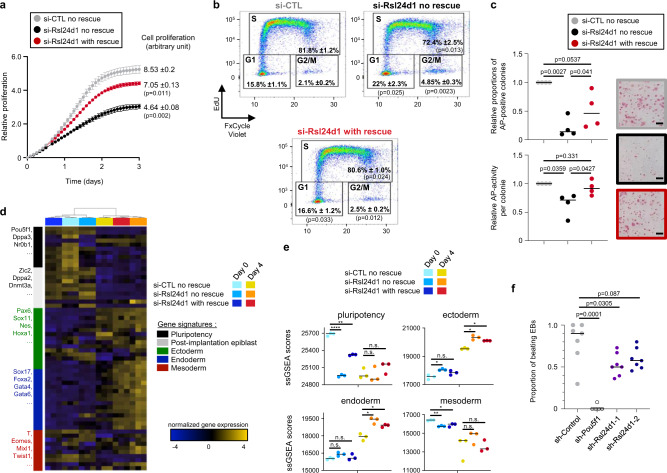
RSL24D1 is required for mouse ESC proliferation and self-renewal. **a** Analysis of proliferative capacities defined by the cell confluence (Incucyte® technology) of CGR8 ESC^FBS^ treated with si-CTL or si-Rsl24d1, without or with doxycycline-induced RSL24D1 rescue (*n* = 3). Data are presented as mean values +/− SEM. Multiple paired *t* test. **b** FACS analysis of EdU incorporation and DNA content (FXCycle Violet) in ESC^FBS^ treated with si-CTL or si-Rsl24d1, with or without RSL24D1 protein rescue. The percentage of cells in the different phases of cell cycle are indicated. Two tailed Student’s *t* test. **c** Analysis of the self-renewing capacities of CGR8 ESC^FBS^ estimated by the quantification of the number of individual colonies with alkaline phosphatase activity detected by colorimetric labeling (upper graph) and the relative alkaline phosphatase activity in each colony (lower graph) (*n* = 4). Representative images of the ESC colonies are shown for the si-CTL (gray frame), si-Rsl24d1 without (black frame) or with (red frame) RSL24D1 protein rescue conditions. Two tailed Student’s *t* test. Scale bars represent 400 μm. **d** Heatmap representation of the expression profiles of 60 marker genes in si-CTL, si-Rsl24d1, and si-Rsl24d1-rescue CGR8 cells cultured with LIF (Day 0) or in absence of LIF with retinoic acid for 4 days to induce differentiation (Day 4). **e** Dot plots representing pluripotency, ectoderm, endoderm, and mesoderm gene signatures, as previously defined^43^. Each biological replicate (*n* = 3) is indicated by an individual dot and the average score for each condition by a bar. Multiple paired *t* test: n.s. *p* > 0.05, *p < 0.05, **p < 0.01, ****p < 0.0001. **f** Analysis of the proportion of 12-day old EBs, generated from CGR8 cells expressing control- (*n* = 7), Pou5f1- (*n* = 5) or Rsl24d1-shRNAs (*n* = 7), containing functional self-beating cardiomyocytes. Two tailed Student’s *t* test.

Interestingly, pluripotent mouse ESCs have a short G1 phase, as it is more prone to promote differentiation, and are predominantly observed in S phase^40,41^. Thus, we hypothesized that alterations of gene expression programs upon RSL24D1 depletion could correlate with alterations of the G1 phase in ESCs. To address this question, we next analyzed the distribution of CGR8 cells in the different cell cycle phases as RSL24D1 expression is altered (Supplemental Fig. 7). The majority (82%) of si-CTL CGR8 cells are in the S phase while about 16 and 2% are in the G1 and G2/M phases, respectively (Fig. 6b). RSL24D1 depletion caused a significant increase in the proportion of cells in G1 (22%) and G2/M (5%) phases with a concomitant reduction of cells in the S phase (72%) (Fig. 6b). This result perfectly mirrors changes in cell cycle distribution observed upon mouse ESC differentiation, which result from a lengthening of the G1 phase^40,41^. As expected, RSL24D1 expression rescue restored CGR8 cell cycle distribution, with about 81% of ESCs in S phase and only 17 and 2.5% in G1 and M/G2 phase, respectively.

The evidence of reduced POU5F1 and NANOG levels (Supplemental Fig. S5d) together with altered G1 phase led us to examine whether RSL24D1 depletion impacts ESC self-renewal. CGR8 ESCs were seeded at clonal density to recapitulate the formation of individual undifferentiated colonies displaying high levels of alkaline phosphate (AP) activity^42^. RSL24D1 siRNA-mediated depletion caused a significant decrease of both the number of AP-positive colonies (Fig. 6c upper panel) and the mean signal intensity directly correlated to the relative AP activity in each colony (Fig. 6c lower panel). Conversely, RSL24D1 expression rescue was sufficient to partially recover ESC self-renewal capacities (Fig. 6c). These results were confirmed by stable expression of non-targeting shRNAs (sh-Control), or shRNAs targeting *Pou5f1* or *Rsl24d1* mRNAs, as previously described. As expected, POU5F1 downregulation led to a drastic reduction (>90%) in the number of AP-positive colonies compared to control shRNA-treated cells (Supplemental Fig. S6e). shRNA-mediated RSL24D1 loss caused a dose-dependent and significant reduction (>50%) of AP-positive ESC colonies (Supplemental Fig. S6e), similar to the siRNA-mediated depletion. Altogether, these results, therefore, suggest that a high expression of RSL24D1 is required to support self-renewal in mouse ESCs.

Finally, we assessed whether RSL24D1 depletion also altered lineage choice and differentiation capacities of ESC^FBS^. si-CTL and si-RSL24D1 treated ESCs, without or with RSL24D1 rescue, were cultured in LIF-containing self-renewal media (day 0) or in absence of LIF and with retinoic acid (RA) for 4 consecutive days to induce ESC differentiation in vitro^43^. 

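At day 4 of RA treatment, RNA was sequenced from the same 4 groups as at day 0, with 3 libraries each. The sample labels give 10 nM RA for 4 days after transfection, and the paper's methods describe this treatment without LIF, whereas the design text of the deposited series names LIF with RA. These 12 libraries are columns of the same deposited table of log2(TPM + 1), so they carry no depth either, and they were fitted together with the day 0 libraries. The change over time was computed within each condition, with 3 libraries at each day. Replicate numbers did not pair the libraries: residuals of libraries that share a number had a mean correlation of -0.0173 over 84 pairs, against 0.00865 over 168 pairs with different numbers. Rsl24d1 mRNA in si-CTL cells without rescue was at 6.63 ± 0.04 (SD, n = 3) at day 4, a log2 fold change of -0.52 from day 0 (adjusted p = 1.6e-06 from limma). In si-Rsl24d1 cells without rescue it was at 6.59 ± 0.08, 97.2% of the control TPM (95.1 against 97.9 TPM), and the difference of -0.04 was not significant (adjusted p = 6.6e-01 from limma). With median of ratios scaling this difference was -0.20 and passed the adjusted p, and without day 4 si-Rsl24d1 no rescue replicate 1 it was 0.00. With rescue, Rsl24d1 was at 6.89 ± 0.08 in si-CTL and 7.04 ± 0.04 in si-Rsl24d1 cells. At the mRNA level the depletion seen at day 0 was therefore absent or much smaller at day 4, depending on the scaling, and RSL24D1 protein was not analysed here.

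**Figure D2:**
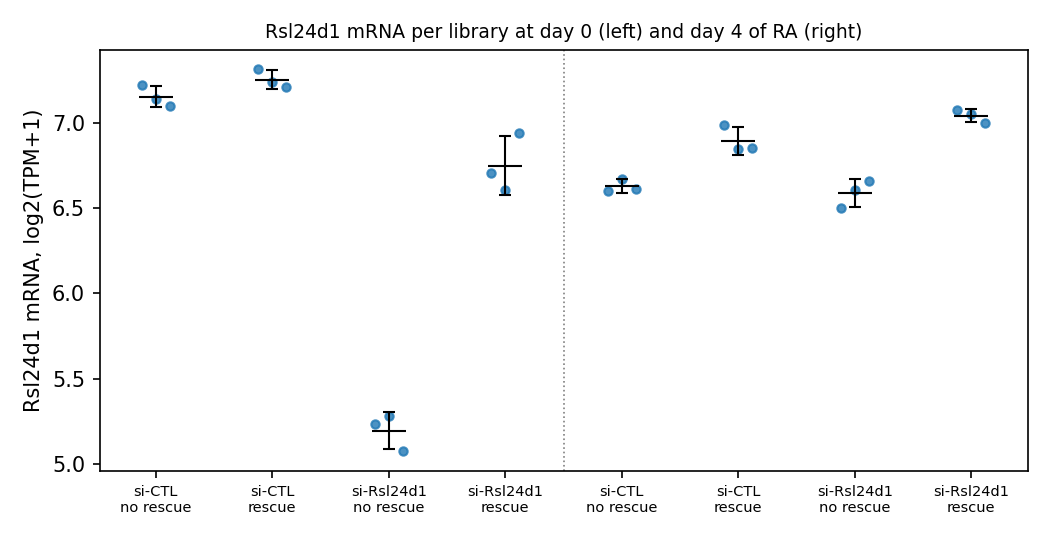
Rsl24d1 mRNA as log2(TPM + 1) in each of the 24 libraries (points) with the mean ± SD of each group of 3, for si-CTL and si-Rsl24d1 cells without and with rescue at day 0 and day 4. The lowest group is si-Rsl24d1 without rescue at day 0, at 5.20, and the 4 groups at day 4 have means between 6.59 and 7.04.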

To characterize the molecular changes triggered by continuous RA exposure and RSL24D1 depletion, we analyzed global gene expression changes by RNA-seq. At day 0, this analysis confirmed that the rescued expression of RSL24D1 significantly alleviated the gene expression alteration induced by si-Rsl24d1 treatment (Supplemental Fig. S8a). Indeed, both individual pluripotency markers such as *Zfp42*, *Klf4,* and *Nr0b1*, as well as a pluripotency signature previously described^43^ showed higher expression in RSL24D1-rescued cells compared to si-Rsl24d1 treated ESCs (Fig. 6d, e, day 0).

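Euclidean distances over log2(TPM + 1) of the 16447 genes place rescued cells between si-CTL and si-Rsl24d1 cells at day 0. The mean distance between a si-CTL and a si-Rsl24d1 library without rescue was 65.0 (range 62.7 to 67.3), and between a si-CTL library without rescue and a rescued si-Rsl24d1 library 56.4 (range 50.1 to 63.7). Libraries of the same group were 43.9 apart on average in si-CTL, 39.7 in si-Rsl24d1 and 41.4 in rescued cells, and rescued and unrescued si-Rsl24d1 libraries were 50.2 apart. Part of the distance to the rescued cells is shared by si-CTL cells with rescue, which lay 49.7 from si-CTL cells without rescue. Between group means the distances were 55.3 for si-Rsl24d1 and 44.5 for rescued cells, both from si-CTL without rescue. On the second principal component of all 24 libraries, which held 9.83% of the variance, the day 0 libraries fell into an order without overlap. Scores were 19.4 to 29.2 in si-CTL with rescue, 7.0 to 16.3 in si-CTL without rescue, -10.9 to -0.7 in rescued si-Rsl24d1 and -34.0 to -31.3 in unrescued si-Rsl24d1 libraries.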

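Zfp42 (chromosome 8 of GRCm38, 43295063 to 43306980) had a mean log2(TPM + 1) of 9.32 in si-CTL, 8.36 ± 0.04 (SD, n = 3) in si-Rsl24d1 and 8.73 ± 0.03 in rescued cells at day 0. The rescued cells were 0.37 above si-Rsl24d1 cells (standard error 0.05, adjusted p = 1.7e-05 from limma), and si-Rsl24d1 cells were -0.96 from si-CTL cells (adjusted p = 4.0e-12 from limma). Nr0b1 (chromosome X, 86191764 to 86195947) was at 6.24, 5.10 and 5.58 in the same groups, a rise of 0.48 with rescue (standard error 0.08, adjusted p = 2.2e-04 from limma) after a change of -1.14 with si-Rsl24d1 (adjusted p = 4.8e-10 from limma). Klf4 (chromosome 4, 55527143 to 55532466) was at 4.78, 4.33 and 4.52. All 3 rescued libraries had more Klf4 than the 3 si-Rsl24d1 libraries, but the rise of 0.19 was not significant (standard error 0.09, adjusted p = 0.12 from limma), while it was 0.32 and passed the adjusted p with median of ratios scaling. The 3 genes are among 20 pluripotency markers listed from general knowledge, which are not the published signature. The mean of the list was 6.95 ± 0.06 in si-CTL, 6.43 ± 0.05 in si-Rsl24d1 and 6.54 ± 0.06 in rescued cells. The loss of 0.52 with si-Rsl24d1 involved 18 of 20 genes and all 3 libraries (fry adjusted p = 5.3e-08), with 15 genes past the adjusted p over all genes and 16 when adjusted over the list alone. It was deepest for Tcl1 (-1.25), Nr0b1 and Esrrb (-1.09, adjusted p = 2.7e-09 from limma), while Utf1 rose by 0.17 and Tdgf1 by 0.04. The gain of 0.11 with rescue had a fry adjusted p of 0.013. That p was 0.057 without day 0 si-Rsl24d1 no rescue replicate 3 and 0.06 without day 0 si-Rsl24d1 rescue replicate 3, and the gain was 0.23 with median of ratios scaling. Rescued cells remained -0.41 from si-CTL cells without rescue (fry adjusted p = 1.9e-06) and -0.22 from si-CTL cells with rescue.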

In addition, a principal component analysis revealed that all samples treated with RA for 4 days cluster together, regardless of the expression status of RSL24D1 (Supplemental Fig. S8a). This result was further confirmed when analyzing the differentially expressed genes between RA- (day 4) and LIF-treated cells (day 0), which revealed similar transcriptome modifications (Supplemental Fig. S8b and Supplementary Data 4C–F) and GO annotation enrichments (Supplemental Fig. S8c and Supplementary Data 8A–C) in si-CTL, si-Rsl24d1 and RSL24D1 rescue samples. 

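The first principal component of log2(TPM + 1), centred and not scaled, held 54.6% of the variance over the 24 libraries and separated the days. Its scores were -41.4 to -37.2 in the 12 libraries of day 0 and 34.5 to 42.3 in the 12 libraries of day 4. The share was 45.4% with 0.1 added to the TPM, the alternative that moved it most, and the days remained apart. The third component held 6.96%. Within si-CTL, si-Rsl24d1 and rescued si-Rsl24d1 cells, libraries of day 0 and day 4 were on average 93.0 apart in each case. At day 4, libraries of different groups were 48.1 to 58.8 apart on average, compared with 39.4 to 47.3 within a group. The groups were thus closer to each other than to day 0, but not as close as replicates. In a principal component analysis of the day 4 libraries alone, the first component held 25.8% and the second 16.8% of the variance. On the first, si-CTL libraries without rescue had scores of -28.7 to -22.6 and si-Rsl24d1 libraries without rescue 2.4 to 27.4. Libraries with rescue lay at -7.0 to 3.2 in si-CTL, overlapping those of unrescued si-Rsl24d1 cells, and at 8.3 to 9.7 in si-Rsl24d1 cells, so this component sets si-CTL without rescue apart from the other 3 groups.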

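Between day 4 and day 0, 2469 genes were differentially expressed in si-CTL (1114 higher, 1355 lower), 2327 in si-Rsl24d1 (1304 higher, 1023 lower) and 2452 in rescued cells (1536 higher, 916 lower). Without the fold change threshold the numbers were 10010, 9177 and 9562. Of these genes, 1262 were shared by si-CTL and si-Rsl24d1 cells, 1253 of them with the same direction, 1436 by si-CTL and rescued cells (1434) and 1726 by si-Rsl24d1 and rescued cells (1725). Across the 16447 genes, the log2 fold changes correlated with r = 0.684 between si-CTL and si-Rsl24d1 (Spearman 0.708), 0.745 between si-CTL and rescued (0.724) and 0.866 between si-Rsl24d1 and rescued cells (0.872). Genes are not independent replicates, so these correlations have no p. The 3 comparisons share no library. Of the genes differentially expressed in either member of a pair, 94.1% of 3534, 96.1% of 3485 and 99.5% of 3053 had the same direction. In si-CTL, the largest separated rises were those of the pseudogene Rpl15-ps3 (5.06 on the log2 scale) and of the snoRNA gene Gm25108 and the pseudogene Gm10288, both listed at 0 at day 0, and the deepest falls those of Gm10222 (-7.01), the scaRNA gene Gm26083 (-4.65) and the pseudogene Gm49286, which is listed at 0 at day 4. In si-Rsl24d1 cells they were Gm10222 (8.18), Actc1 (6.08) and Acta2 (4.82), and Neurod1 (-4.03), Slc4a11 (-3.59) and Gm22988, listed at 0 at day 4. In rescued cells they were Actc1 (5.68), Acta2 (4.74) and Gm47924, listed at 0 at day 0, and Gm26083 (-5.32), Ptges3-ps (-4.10) and Gm22988, again listed at 0 at day 4. Whether reads of pseudogenes stem from their parent genes was not examined. Enriched annotations were not analysed here.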

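In si-CTL cells without rescue, the mean log2(TPM + 1) of the 20 pluripotency markers fell by 0.52 from day 0 to 6.43 ± 0.04 (SD, n = 3) at day 4, in all 3 libraries (fry adjusted p = 4.4e-08). All 20 markers passed the adjusted p, 15 lower and 5 higher, and past both thresholds 8 were lower and 2 higher. Klf5 (-1.86), Lin28a (-1.84) and Tdgf1 (-1.69) fell most, and Dppa3 (2.05), Dppa5a (1.03) and Nanog (0.79) rose. Zfp42 changed by -0.47 (adjusted p = 4.0e-08 from limma), Klf4 by -0.84 (adjusted p = 9.2e-08 from limma) and Nr0b1 by -1.41. Post-implantation markers went from 4.05 to 2.75 ± 0.01, with 12 of 12 lower and 8 past both thresholds (fry adjusted p = 6.5e-13). Mesoderm markers went from 1.11 to 0.99 ± 0.03, a difference of -0.13 without a common direction, since 8 of the genes tested were higher and 8 lower. Fry called the list lower (adjusted p = 0.0044), but not with 0.1 added to the TPM (fry adjusted p = 0.051), nor did camera at its preset correlation (adjusted p = 0.92). Endoderm markers rose from 1.58 to 2.07 ± 0.08 (fry adjusted p = 1.9e-06), with 13 of 15 higher, 6 of them past both thresholds. The largest changes among them were Dab2 (1.48), Cubn (1.46) and Col4a2 (1.28), and Amn (-0.64) and Lama1 (-0.59). Ectoderm markers gave no single direction: their mean log2(TPM + 1) was 2.06 at day 0 and 2.01 ± 0.01 at day 4, the median log2 fold change of the genes tested was 0.11 and their mean -0.13, and fry called the list lower (adjusted p = 0.0014). The difference of -0.05 between means became 0.10 with 0.1 added to the TPM and 0.03 with median of ratios scaling. Meis2 (2.89), Crabp1 (1.15) and Ncam1 (0.73) rose, and Tubb3 (-1.99), Neurod1 (-1.58) and Gbx2 (-1.48) fell. In this comparison all genes were shifted by a median of -0.10, of which scaling removed -0.11.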

As previously described^43^, RA treatment of si-CTL CGR8 cells triggered a strong downregulation of numerous pluripotency and post-implantation markers, a slight decrease of the mesoderm gene signature, as well as a concomitant preferential induction of both ectoderm and endoderm markers (Fig. 6d, e). Interestingly, similar gene expression changes were observed at day 4 in all tested conditions, yet the ectoderm and endoderm signatures are expressed at higher levels in si-Rsl24d1 ESCs compared to si-CTL cells (Fig. 6d, e). This result suggests that Rsl24d1 depletion has a moderate impact on lineage commitment choices and/or early dynamics of ESC differentiation.

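At day 4, ectoderm markers had a mean log2(TPM + 1) of 2.26 ± 0.10 (SD, n = 3) in si-Rsl24d1 and 2.01 ± 0.01 in si-CTL cells without rescue. All 3 si-Rsl24d1 libraries lay above the 3 controls, 9 of the 13 genes tested were higher, and the fry adjusted p was 0.0011, while the test against all other genes with camera gave 0.85. Nes (1.17 on the log2 scale), Meis2 (0.80) and Tubb3 (0.62) were higher, and Crabp1 (-0.31), Pax6 (-0.28) and Hes5 (-0.08) lower. For this list si-CTL cells with rescue were also 0.11 above si-CTL cells without rescue (fry adjusted p = 0.015). Part of the ectoderm difference may therefore come from the control libraries. Endoderm markers were at 2.63 ± 0.16 in si-Rsl24d1 and 2.07 ± 0.08 in si-CTL cells, a difference of 0.57 that held for 15 of 15 genes tested and for all 3 libraries (fry adjusted p = 1.1e-06), with 6 genes past both thresholds. It was largest for Lama1 (1.12), Col4a1 (1.10) and Cubn (1.09). The mesoderm list was higher too, at 1.36 ± 0.07 against 0.99 ± 0.03, in 13 of 16 genes (fry adjusted p = 2.5e-08), with Twist1 (1.51), Hand1 (1.13) and Msx2 (0.78) higher and Gsc (-0.21), Eomes (-0.07) and Tbx6 (-0.03) lower. All genes were shifted by a median of 0.13 in this comparison, and with median of ratios scaling the 3 differences were 0.16, 0.46 and 0.30. Over all genes, 268 were differentially expressed, 238 higher (88.8%) and 30 lower, a number that fell to 168 with median of ratios scaling. Plagl1 (2.28), the scaRNA gene Gm25820 (2.16) and Col3a1 (2.05) rose most, and the pseudogene Gm8430 (-3.60), Ly6a (-1.66) and the pseudogene Gm5417, listed at 0 in si-Rsl24d1 cells, fell most. Without day 4 si-Rsl24d1 no rescue replicate 1, the number was 398. Rescued cells at day 4 also lay above si-CTL cells without rescue, by 0.14 for ectoderm (fry adjusted p = 0.045), 0.41 for endoderm (fry adjusted p = 4.4e-05) and 0.17 for mesoderm markers (fry adjusted p = 7.5e-05), with 144 differentially expressed genes, 133 higher and 11 lower. Against si-CTL cells with rescue, the differences of the rescued cells were 0.03, 0.30 and 0.10, and the ectoderm libraries overlapped. The effect of si-Rsl24d1 at day 4 differed from that at day 0 for the endoderm list (interaction, fry adjusted p = 0.0011), and no such difference was shown for the ectoderm list (fry adjusted p = 0.81). In si-Rsl24d1 cells, changes from day 0 were -1.54 for post-implantation, 0.94 for endoderm, 0.02 for ectoderm and 0.08 for both pluripotency and mesoderm markers. Those in rescued cells were -1.35, 0.92, 0.06, -0.01 and 0.02. From the higher ectoderm and endoderm signatures, the paper proposes that depletion has a moderate effect on lineage choice or the timing of early differentiation.

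**Figure D3:**
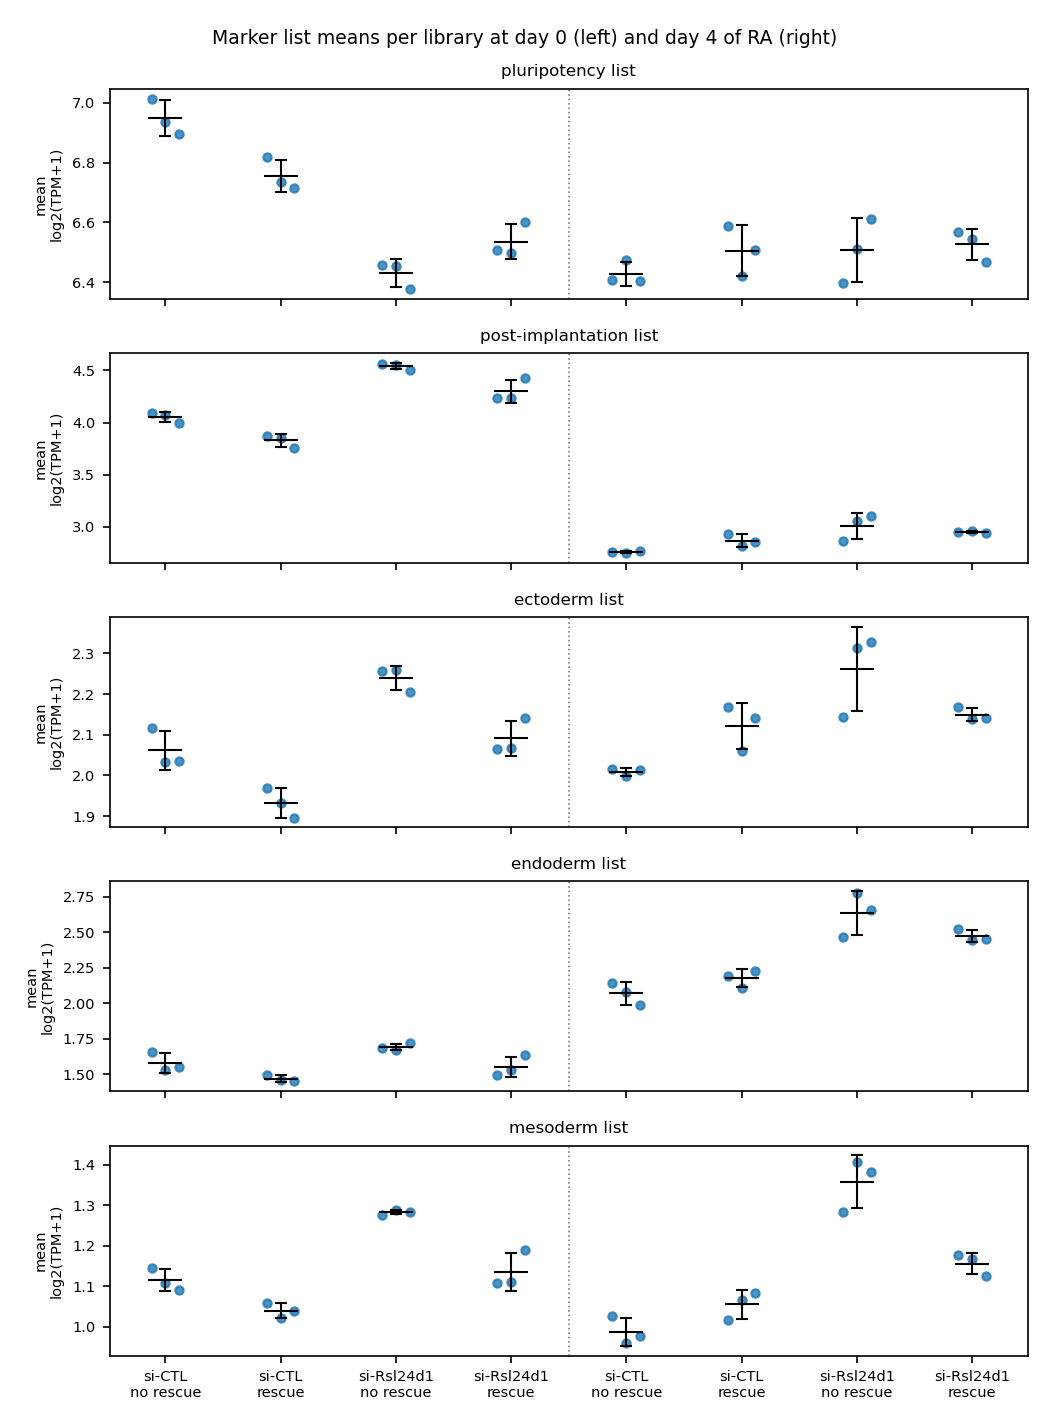
Mean log2(TPM + 1) of the pluripotency, post-implantation, ectoderm, endoderm and mesoderm marker lists in each of the 24 libraries (points), with the mean ± SD of each group of 3. At day 4 the endoderm list is at 2.63 in si-Rsl24d1 and 2.07 in si-CTL cells without rescue.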

To evaluate if the differentiation capacity of mesoderm lineages is also affected by RSL24D1 depletion, shRNA-treated cells were assessed by EB differentiation assays^44^. Compared to sh-Control cells, POU5F1 knockdown strongly impaired the capacities of CGR8 ESCs to form viable 12 day-old EBs (Supplemental Fig. 6f) and completely abolished the presence of cardiomyocytes responsible for spontaneous EB beating (Fig. 6f)^44^, likely reflecting its preponderant role in early cell fate determination^45,46^. Conversely, RSL24D1 depletion had no significant impact on EB formation compared to sh-Control ESCs (Supplemental Fig. 6f) but partially impaired the differentiation of cardiomyocytes (Fig. 6f). Therefore, decreased Rsl24D1 expression in ESCSs appears to slightly promote ectoderm/endoderm commitment at the expense of mesoderm differentiation. Altogether, these results show that a high RSL24D1 expression in ESCs is required to sustain self-renewal and to support a proper lineage commitment.

## Discussion

Despite displaying reduced translation activity compared to differentiated progenies^14^, ESCs paradoxically express RBFs and RPs at higher levels than differentiated cells^21–23^. This observation, therefore, suggests that naive ESCs need to accumulate a pool of ribosomes sufficient to sustain rapid proteome changes necessary to achieve differentiation programs in response to environmental signals and within an appropriate timing. In this study, we highlighted mechanisms coordinating the highly regulated production of ribosomes in ESCs and their contribution to cell fate commitment.

Indeed, we characterized for the first time the molecular function of RSL24D1, a homolog of yeast Rlp24, in the biogenesis of mouse ribosomal LSU. We determined that, in mouse ESCs, RSL24D1 is predominantly localized in nucleoli, which are nuclear domains playing a central role in the early steps of pre-ribosome assembly, and, to a lower extent, in the cytoplasm. Considering the strong conservation of RSL24D1 structure and localization relative to its yeast homolog Rlp24, it is therefore likely that RSL24D1 shuttles between the nucleus and the cytoplasm^32^. In yeast, Rlp24 is assembled at the initial steps of pre-60S maturation^47^, together with Tif6, Nog1, and Mak11^16,48^, and then allows the recruitment of the hexameric Drg1 AAA-ATPase^32,49^. As the pre-LSU particles exit the nucleus, Drg1 gets activated by nucleoporins and releases Rlp24 by mechanical force, therefore allowing its substitution by the canonical ribosomal protein RPL24^32,49,50^. Unlike Rlp24 deletion in yeast^32^, which induced moderate alterations of the 35S and 27SB rRNA intermediates, human cells treated with si-RSL24D1 did not show significant modifications of the rRNA processing^51^. We found that RSL24D1 depletion impaired EIF6 (Tif6 homolog) recruitment to nuclear pre-ribosomes and RPL24 presence in cytoplasmic ribosomes (Fig. 3d). Interestingly, RSL24D1 and EIF6 show different dynamics of disassembly from cytoplasmic ribosomes (Fig. 2c) with EIF6 dissociation occurring belatedly as it is more stably associated with cytoplasmic ribosomal particles. These observations are also in agreement with the yeast model describing Tif6 removal as the latest maturation step of 60S particles^16,52^.

RSL24D1 depletion in mouse ESCs caused a decrease of 60S and 80S subunits relative to 40S particles, consistent with observations upon Rlp24 depletion in yeast^32^ or 60S biogenesis repression^26,53^. Moreover, we detected the presence of halfmers for di- and tri-ribosomes in si-Rsl24d1 treated cells (Fig. 3b), which were previously observed upon LSU biogenesis alterations in yeast^54,55^. RSL24D1 loss was also correlated to a global reduction in RPL expression while only few RPS were affected (Fig. 3g). Among RPLs, RPL24 was one of the most affected proteins while RPL8 displayed a more moderate downregulation, thus confirming western blot analyses (Fig. 4d). These observations may result from a loss of nuclear pre-60S and/or of cytoplasmic mature 60S, following the activation of the NDR (non functional rRNA decay) or 60S ribophagy pathways, for example. Further experiments would be required to specify the exact mechanisms responsible for this specific RPL downregulation. Surprisingly, rescuing RSL24D1 expression in ESCs almost completely restored the accumulation of 80S in ESCs while only partially restoring 60S biogenesis (Fig. 3c). This can result from the partial RSL24D1 expression rescue (about 80%), from an efficient recruitment of 60S subunits to 80S in ESCs, or from a difference in turnover rates between free and monosome-associated 60S subunits. Altogether, our data strongly support evolutionarily conserved functions for RSL24D1 to guide RBF association in early steps of LSU assembly, as well as to stabilize ribosome structure locally by protein mimicry until it is replaced by RPL24 during the late cytoplasmic maturation steps.

We established that the impaired accumulation of LSUs in the cytoplasm upon RSL24D1 depletion strongly reduced the global protein synthesis similar to the downregulation of either HTATSF1, which controls rRNA processing, or SSU biogenesis factors in mouse ESCs^19,23^. In addition to a global translational impact, our study highlighted that RSL24D1-dependant ribosome biogenesis tightly controls the steady-state level of specific unstable proteins, including POU5F1 and NANOG, and also of several PRC2 factors, including EZH2, EED, and SUZ12 in ESCs. Although these factors play a key role in organizing the landscape of transcriptionally silenced chromatin by maintaining H3K27me3 modifications, particularly on promoters of repressed developmental genes, their activity rather seems rate-limiting in ESCs. Indeed, the downregulation of RSL24D1 induced a reduction in *Eed*, *Suz12,* and *Ezh2* mRNAs expression accompanied by a reduction of their association to polysomes, likely to affect the neo-synthesis of corresponding proteins, which is correlated to a reduction ranging from 7 to 35% in EED, SUZ12 and EZH2 protein levels. Although EZH2 is responsible for the methyl- transferase activity, previous studies have demonstrated that affecting other core components of PRC2 also led to developmental defects^8^, thus suggesting that RSL24D1 depletion may have a more pronounced impact on PRC2 activity than on the expression of its components. Indeed, despite a modest PRC2 protein level decrease, we observed both reduced levels of H3K27me3 in ESCs (Supplemental Fig. S4f) and a significant increase in expression, at the mRNA level, for hundreds of PRC2 target genes (Fig. 4e) which correspond to developmental genes that are normally associated to repressive H3K27me3 marks. RSL24D1 depletion caused the upregulation of over 138 PRC2 target genes associated to the “Development process” GO annotation (*p* < 7.3E−20), out of which 120 (87%) display H3K27me3 marks on the vicinity of their promoter in ESCs according to the ChIP-Atlas database. These striking correlations should however be validated by performing ChIP-seq analyses of PRC core factors and H3K27 methylation marks from si-Rsl24d1 treated ESCs to characterize the modifications of their distribution on the chromatin landscape of ESCs and experimentally confirm that the activity of PRC2 is impaired in absence of RLS24D1. Similarly, although analyzing previously published ChIP-seq and target signatures derived from mouse ESCs provided interesting predictions about PTFs target genes likely affected by RSL24D1 loss (Fig. 4c, d), performing combinatorial ChIP-seq analysis on SOX2, NANOG, and POU5F1 in CGR8 cells treated with si-CTL or si-RSL24D1 would be necessary to clarify the direct impact of RSL24D1 on pluripotency transcriptional programs.

At the cellular level, RSL24D1 depletion caused a significant loss of proliferation, likely resulting from ribosomal stress activation by 60S RP loss^36^, supported by TP53 and MDM2 upregulation (Fig. 3g). We also observed an increased proportion of ESCs in the G1 phase, suggesting a lengthening of the G1 phase. These observations, correlated to the increased expression of post-implantation and lineage commitment markers, suggest that ESCs are more prone to exit the naive pluripotent state upon RSL24D1 downregulation. Accordingly, we observed a decrease of ESC self-renewal capacities (Fig. 6c–e) as well as a stronger propensity to initiate differentiation into endoderm and ectoderm (Fig. 6e) when RSL24D1 is depleted. Surprisingly, RSL24D1 depletion also caused a reduced formation of cardiomyocytes as ESC differentiate in EB structures for 12 days (Fig. 6f), without affecting EB formation (Supplemental Fig. 6f), suggesting that ESCs are also less prone to differentiate into fully functional mesoderm-derived lineages. These observations should further be confirmed by in vivo approaches to assess the pluripotency capacities of RSL24D1-depleted ESCs.

Altogether, this therefore suggests that the versatile status of ESCs, which must rapidly switch from a transcriptionally active self-renewal program to the activation of poised differentiation programs, requires a finely tuned translational activity that is coordinated with ribosome biogenesis in ESCs. We propose a model where RSL24D1 is highly expressed in naive mouse ESCs, shuttling back and forth between the nucleoli and the cytoplasm, to sustain elevated rates of pre-60S biogenesis and steady-state translation (Fig. 7). Conversely, RSL24D1 activity seems less critical in differentiating mouse ESCs, likely reflecting a reduction in cell proliferation during cell fate changes. Additionally, the elevated biogenesis rate in ESCs could allow the accumulation of a stock of ribosomes sufficient to accommodate all the transient translational changes that support cell commitment and differentiation without relying on fluctuating levels of de novo ribosome biogenesis. Once differentiated, cells may require variable levels of ribosome biogenesis depending on their proliferative capacities or metabolism requirements, as seen for MEFs and NIH3T3.

**Fig. 7:**
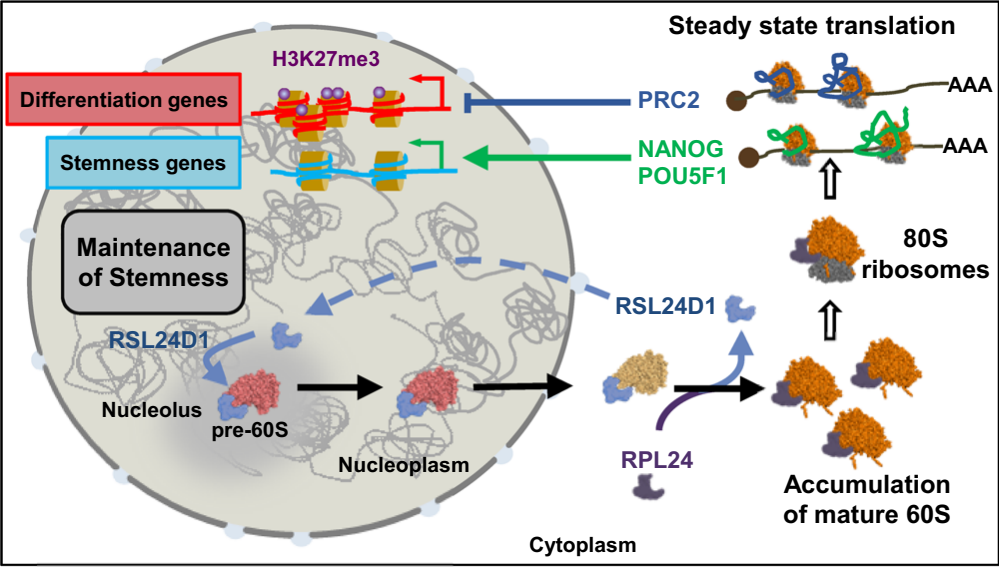
Model describing the functions of RSL24D1 in the LSU biogenesis and in the translational regulation of key pluripotency and developmental programs in mouse ESCs. Some of the content displayed in this figure were created with BioRender.com, under full licence agreement.

RSL24D1-mediated ribosome biogenesis, therefore, appears to have a dual role in maintaining ESC self-renewal and proliferation (Fig. 7). On the one hand, RSL24D1 maintains a balanced expression of key PTFs, including POU5F1 and NANOG, to control pluripotency transcriptional programs. Furthermore, RSL24D1 is a predicted target gene of POU5F1 and NANOG (Supplementary Data 6 and ChIP-Atlas database), suggesting that RSL24D1 expression could be directly controlled by POU5F1 or NANOG in mouse ESCs. On the other hand, RSL24D1 sustains steady-state translation of PRC2 factors to maintain repressive H3K27me3 chromatin marks and prevent the premature activation of developmental genes in naive ESCs (Fig. 7). Intriguingly, EZH2 was recently shown to enhance 2’-O-methylation of rRNAs by promoting the interaction between NOP56 and FBL in mouse extraembryonic endoderm stem cells^56^. This observation raises the question of whether RSL24D1 might influence rRNA 2’-O-methylation by modulating EZH2 expression in naive and differentiated ESCs.

RSL24D1 appears to be at the core of a regulatory loop that coordinates ribosome biogenesis and translation with chromatin epigenetic and transcription regulations. Such regulatory loop has a dual function to support ESC long-term self-renewal while ensuring a rapid gene expression rewiring to orchestrate lineage commitment in response to appropriate differentiation stimuli. Therefore, modulating the production of ribosomes could also be a mechanism to control the translation of specific subsets of mRNAs that regulate ESC fate. Indeed, it is puzzling that despite an active ribosome biogenesis, ESCs display a globally reduced translational activity^14^. One hypothesis could be that controlling the ribosome concentration may regulate substrate selectivity. This “Ribosome Concentration” model has been previously discussed^57^ and may explain why the translation of ESC-relevant mRNAs requires a specific amount of ribosomes, and why perturbations of ribosome biogenesis affect specific mRNA populations, such as upstream open reading frame containing mRNAs^58,59^. One could therefore propose that proper levels of ribosome biogenesis in ESCs are required to control the translation of specific gene programs and can be adjusted to promote a timely and efficient proteome rewiring during cell identity changes. Along these lines, ribosome biogenesis defects impacting gene-specific regulations have been proposed to participate to the etiology of congenital disorders called ribosomopathies, which are caused by mutations in RBFs or RPs^57^. Therefore, better defining the molecular feedbacks between ribosome biogenesis, translation, and additional key steps of gene expression, including chromatin modifications and transcription, could not only benefit to developmental biology but also open novel avenues to consider disease treatments.

## Methods

### Cell culture

Mouse CGR8 ESCs (ECACC General Collection, 07032901) were cultured on 0.2% gelatin-coated plates either in ESC^FBS^ conditions using GMEM BHK-21 (Gibco) supplemented with 10% ESC-grade heat-inactivated Fetal Bovine Serum (HI-FBS), 1× non-essential amino acid (NEAA, Gibco), 2 mM sodium pyruvate (Gibco), 100 μM β-mercaptoethanol (BME, Sigma-Aldrich), 10^3^U/ml Leukemia Inhibitory Factor (LIF, StemCells Technologies) or in ESC^2i^ conditions using 45% DMEM/F12 (Gibco), 45% Neurobasal medium (Gibco), 100 μM BME, 1.65% Bovine Serum Albumin Fraction V (Gibco), 1× penicillin-streptomycin (P/S, Gibco), 1% N2 supplement (Gibco), 2% B27 supplement (Gibco), 1× ESGRO 2i supplement (Millipore) and 10^3^ U/ml LIF (Millipore). Mouse ESC lines R1 and G4 were cultured on irradiated MEFs in ESC^FBS^ media. Total cell extracts of H9 and OSCAR human ESCs were provided by the Savatier laboratory^31^ (Stem cell and Brain Research Institute, Bron, France). CD-1 MEFs (StemCell technologies) were cultured according to the manufacturer’s recommendations. HEK-293T cells (ECACC, 93061524) and NIH-3T3 cells (ATCC, CRL-1658) were cultured in DMEM (Invitrogen) supplemented with 10% HI-FBS, 1× NEAA, 2 mM sodium pyruvate and 1× P/S. All cell lines were confirmed mycoplasma-free (Lonza, MycoAlert kit). CGR8-RESCUE ESCs were generated by transiently transfecting pBASE and PB-TAG-ERP2 (1:8 ratio) and then selecting 48 h with puromycin (1.5 μg/ml). For inducing rescue expressions of RSL24D1, ESCs were treated with doxycycline 100 ng/ml at least 48 h before experimental assays.

### MEF isolation for iPSC reprogramming

MEFs were isolated from R26^rtTA^;Col1a1^4F2A^ E13.5 embryos after removal of the head and internal organs^60^. The remaining tissues were physically dissociated and incubated in trypsin 10 min at 37 °C. Dissociated cells were resuspended in MEF medium (DMEM supplemented with 10% fetal bovine serum, 100 U/mL penicillin/streptomycin, 1 mM sodium pyruvate, 2mM L-glutamine, 0.1 mM Non-Essential Amino Acids and 0.1 mM β-mercaptoethanol).

### iPSCs reprogramming

R26^rtTA^;Col1a1^4F2A^ MEFs were plated in six-well plates at 10^5^ cells per well in MEF medium for 24 h and then in MEF medium containing 2 μg/mL doxycyclin^61^. MEFs were reseeded after 72 h on 0.1% gelatin-coated plates in iPSC medium (DMEM containing 15% KnockOut Serum Replacement, 10^3^ U/mL LIF, 100 U/mL P/S, 1 mM sodium pyruvate, 2 mM L-glutamine, 0.1 mM NEAA and 0.1 mM ΒΜΕ). The medium was replaced everyday with doxycyclin-containing fresh medium for 14 days.

### Plasmids

pLKO.1-puro plasmids (Addgene #8453) were cloned as previously described^62^. Briefly, the pLKO.1 plasmid was digested with EcoRI and AgeI restriction enzymes. Linear plasmids were ligated with annealed oligomers containing the shRNA sequence flanked by EcoRI and AgeI restriction sites. All clones were sequenced to confirm the insertion of each shRNA sequence prior to lentiviral production. shRNA sequences used in this study are reported in Supplementary Data 8A. For rescue experiments, PB-TAG-RSL24D1 plasmid was generated by gateway cloning (Invitrogen). Briefly, mouse ESC Rsl24d1 cDNA (ORF) was PCR-amplified to introduce attb1 and attb2 site in 5’ and 3’, respectively. Rsl24d1 ORF was subcloned in pDONR221 by BP gateway cloning according to the manufacturer’s recommendations. Sequence-validated clones were then cloned in PB-TAG-ERP2 (gifted by K. Woltjen, Addgene plasmid # 80479^61^) by LR gateway cloning (Invitrogen) according to the manufacturer’s recommendations to generate the PB-RSL24D1-ERP2 plasmid.

### Lentiviral production and infection

Lentiviral particles were produced as previously described^62^. 3 days after cell transfection using FuGENE HD (Promega), each cell media was concentrated using centricon column (Vivaspin 20, Sartorius) and each viral production was titrated. ESCs were infected with an MOI = 1 for 16 h in ESC^FBS^ conditions supplemented with 8 µg/mL polybrene (Sigma-Aldrich). 24 h after infection, cells were selected with 1.5 µg/mL of puromycin (Sigma-Aldrich) for at least 48 h. shRNA sequences are available in Supplementary Data 9A.

### siRNA transfection

ESC^FBS^ CGR8 cells were transfected with 20 nM siRNAs using DharmaFECT 1 (Horizon Discovery), according to the manufacturer’s protocol, and collected at 72 h. siRNA sequences are available in Supplementary Data 9A.

### Colony-formation assay

For sh-mediated depletions, ESCs were plated at clonal density (100 cells per cm2) on gelatin-coated plates in ESC^FBS^ conditions. After 7 days of sh-containing lentivirus infection and puromycin selection (1 μg/ml), culture dishes were imaged and alkaline phosphatase-positive colonies were detected (Alkaline Phosphatase detection kit, Merck-Millipore) and quantified using ImageJ analysis software (Amersham)^63^. For siRNA-depletion, 2000 cells were seeded in 24-well-plates and transfected 24 h with siRNA as described above. Alkaline phosphatase-positive colonies were detected using FRV-Alkaline (Alkaline Phosphatase detection kit, Sigma-Aldrich,), according to the manufacturer’s protocol, and quantified using ImageJ analysis software (Amersham).

### Proliferation assays

The proliferation was monitored using the high-definition automated imaging system IncuCyte (Essen BioScience), according to the manufacturer’s instructions. 750 cells were seeded in 24-well plates. Proliferation rates were estimated from 2 h interval snapshots according to the manufacturer’s instructions.

### Cell Cycle analysis

Cells were transfected with siRNAs in 6-well plates for 48 h, and then incubated with 10 µM EdU (Invitrogen) for 2 h at 37 °C. Incorporated EdU was covalently conjugated to Alexa 647 using the ClickiT® EdU Flow Cytometry Assay Kit (Invitrogen) according to the manufacturer’s protocol. In parallel, DNA content was labeled with FxCycle ^TM^ violet stain at 0.6 µg/mL (Invitrogen). Data was collected using LSR Fortessa Cytometer at 647 nm for excitation and a 670/30 bandpass for detection of the EdU Alexa Fluor 647 azide. An excitation at 405 nm and a 450/50 bandpass were used to detect the FxCycleTM Violet (Invitrogen) fluorescence. Data was analyzed using the FlowJo software.

### Differentiation assays

For early differentiation assays, infected cells were cultured after 48 h of selection, at low density (2 × 10^5^ cells/10 cm plate) on 0.2% gelatin-coated plates, as previously described, without LIF and with 10 nM retinoic acid (Sigma-Aldrich). The media was renewed every day and cells were collected after 96 h. Embryoid body (EB) formation was performed by the hanging drop method^44^. Briefly 400 cells were cultured in 20 μL hanging drops for 2 days in GMEM BHK-21 supplemented with 20% HI-FBS, 1× NEAA, 2 mM Sodium Pyruvate, 100 μM BME. EBs were then collected in non-adherent culture dishes and cultured for three additional days. At Day 5, cell aggregates were cultured on 0.2% gelatin-coated dishes with 10 nM retinoic acid (Sigma-Aldrich), and the media was changed every 2 days.

### Western Blots

Cells were lysed in 1× Laemmli buffer (50 mM Tris-HCl pH 6.8, 2% SDS, 5% BME, 10% glycerol, and 0.05% bromophenol blue) and protein extracts were analyzed by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) followed by western blotting using antibodies indicated in Supplementary Data 8B. For total protein quantification, 0.5% trichloroethanol (TCE) (Sigma-Aldrich) was included in the SDS-PAGE prior to electrophoresis and activated post-migration with UV light for 45 s. Chemiluminescent and fluorescent signals were acquired on ChemiTouch MP imaging system (Bio-rad) and quantified using ImageLab software (Bio-rad). Serial sample dilutions were loaded onto gels to verify the linearity of quantified signals. Unless otherwise specified, TCE labeling of tryptophan-containing proteins (Total Proteins) was used for normalization of western blot signals. The list of antibodies used in this study is available in Supplementary Data 9B.

### Mass-spectrometry-based quantitative proteomic analysis

1.2 × 10^5^ ESC^FBS^ were cultured on 0.2% gelatin-coated 6-well plates and transfected with CTL- or Rsl24d1-siRNAs, in triplicates, as previously described. 48 h after siRNA transfections, the cell pellets were washed with ice-cold PBS and lysed with 200 µl of LYSE-NHS buffer (Preomics), before sonication with Bioruptor Next Gen (Diagenode) at 4 °C and 20 kHz, and heating at 95 °C for 10 min. Protein concentrations were measured using BCA assay (Sigma-Aldrich).

50 µg of each sample were prepared using the iST-NHS kit (Preomics). Peptides resulting from LysC/trypsin digestion were labeled using TMTsixplex Isobaric Label Reagent kit (ThermoFisher Scientific) before mixing equivalent amounts for further processing. The peptide mix was then fractionated using the Pierce High pH Reversed-Phase Peptide Fractionation Kit (ThermoFisher Scientific). Each fraction was analyzed by online nanoliquid chromatography coupled to MS/MS (Ultimate 3000 RSLCnano and Q-Exactive HF, Thermo Fisher Scientific) using a 120 min gradient. For this purpose, the peptides were sampled on a precolumn (300 μm × 5 mm PepMap C18, Thermo Scientific) and separated in a 200 cm µPAC column (PharmaFluidics). The MS and MS/MS data were acquired by Xcalibur (Thermo Fisher Scientific).

Peptides and proteins were identified and quantified using MaxQuant (version 1.6.17.0)^64^, the UniProt database (*Mus musculus* taxonomy, 20211122 download) and the frequently observed contaminant database embedded in MaxQuant. Trypsin was chosen as the enzyme and 2 missed cleavages were allowed. Peptide modifications allowed during the search were: C_6_H_11_NO (C, fixed), acetyl (Protein N-ter, variable) and oxidation (M, variable). Minimum peptide length and minimum number of razor peptides were respectively set to seven amino acids and one. Maximum false discovery rates—calculated by employing a reverse database strategy—were set to 0.01 at peptide and protein levels. Statistical analysis of MS-based quantitative proteomic data was performed using the ProStaR software^65^. Proteins identified in the reverse and contaminant databases, and proteins only identified by site were discarded. The abundance of Ubiquitin was separated from those of Rps27a and Fau since these proteins are present as chimeric entries in Uniprot database. After log2 transformation, extracted corrected reporter abundance values were normalized by Variance Stabilizing Normalization (vsn) method. Statistical testing was conducted with limma, whereby differentially expressed proteins were sorted out using a log2(Fold Change) cut-off of 0.3 and a *p*-value cut-off of 0.01, leading to a FDR of to 1.12% according to the Benjamini–Hochberg estimator.

### Immunofluorescence assays

ESC^FBS^ were cultured on 0.2% gelatin-coated coverslip or 96-well plates. 48 h after siRNA transfections, ESCs were fixed 10 min in 4% formaldehyde and permeabilized 10 min in 0.1% Triton X-100. Cells were incubated 1 h in blocking solution (1× PBS, 0.1% tween 20, 5% BSA) and then with primary and secondary antibodies (Supplementary Data 6B). Images were acquired using a Zeiss Axio Imager M2 microscope coupled with the Zen 2 Pro software (Zeiss) and processed with ImageJ.

### High-content analysis system (HCS) analyses

For deeper statistical results, cells were plated on a 96 well carrier plate (Perkin Elmer) optimized for sensitive and resolved fluorescence microscopy. At least 90% of the well surface is acquired in one non-confocal plane with Harmony software on an Operetta CLS Flex High-content-Screening system (Perkin Elmer) equipped with 20×/NA1.0 water objective. The set-up was optimized to reach at least a difference of 10^4^ fluorescence levels between the noise and the signal of interest to allow a robust images analysis and quantification. Data were analyzed with Columbus software (Perkin Elmer). Briefly, on the image of full wells, colonies were located on the nuclei labeling with the appropriate tuned find image region algorithm. To discard small and large colonies, areas in the range of 500 to 40,000 µm² of cells were selected. Then cells in each colony were found with the appropriate tuned find nuclei algorithm. Cell debris and objects with more than one nucleus were excluded by filtering the nuclei according to roundness and surface. Fluorescence intensities are calculated for each selected cellular region for all wells.

### Histone Immuno-histochemistry assays

Cells were centrifugated during 10 min at 377 g and fixed in an alcohol based fixative solution Thinprep® (Hologic) during 15 min. After centrifugated during 5 min at 377 g, the cells were resuspended in 10 ml of Epredia™ Gel (Richard-Allan Scientific™ HistoGel™). The gel was hardened during 15 min at 4 °C and the corresponding blocks were dehydrated and embedded in paraffin. 3 µm-sections were immunostained using an antibody anti-histone H3 containing the trimethylated lysine 27 (H3K27me3) (Diagenode). Heat induced antigen retrieval was done using CC1 basic buffer (Ventana). Staining was performed using DAB Ultraview detection system (Ventana).

### Cell fractionation

ESCs were collected and gently lysed for 10 min on ice in hypotonic buffer (HB) containing 10 mM KCl, 0.5 mM MgCl_2_, 10 mM Tris-HCL pH 7.4, 1× cOmplete EDTA-free protease inhibitors^TM^ (Roche) and 1 U/µL RNAseOUT (Invitrogen). 0.02% NP-40 was subsequently added for 5 min and nuclei/cytoplasm were then separated by centrifugation. Nuclei were washed with HB supplemented with 0.01% NP-40 and resuspended in Buffer A (250 mM Saccharose, 250 mM KCl, 5 mM MgCl_2_, and 50 mM Tris-HCl pH7.4) with DNAse I (2000 U/mL). Cytoplasmic fractions in HB were adjusted to 250 mM KCL.

### Ribosome purification on sucrose cushion

Cytoplasmic and nuclear fractions were loaded on 1 mL sucrose cushion (1 M saccharose, 250 mM KCl, 5 mM MgCl_2_, and 50 mM Tris HCl pH7.4) and centrifugated at 250.000 × *g* for 2 h at 4 °C. Pellets were washed twice with cold water and resuspended in Buffer C (25 mM KCl, 5 mM MgCl_2_ and 50 mM Tris-HCl pH 7.4).

### Polysome profiling

ESCs were treated with 25 µg/mL of emetine (Sigma-Aldrich) for 15 min and lysed in 10 mM Tris-HCL pH7.5, 5 mM MgCl_2_, 100 mM KCl, 1% Triton X-100, 2 mM DTT, 1 U/μL RNAseOUT and 2× cOmplete EDTA-Free protease inhibitors. Lysates were centrifugated at 1300 × *g* for 10 min to pellet nuclei. Supernatants corresponding to cytoplasmic fractions were then loaded on 10–50% sucrose gradients poured using the Gradient Master (Serlabo Technologies) and centrifugated at 210.000 × *g* for 155 min at 4 °C. 700 μl fractions were collected using the TELEDYNE ISCO collector while concomitantly acquiring corresponding 254 nm absorbance.

### RNA extraction

#### From cells

Cells were harvested in 1 ml of TRIzol reagent (Invitrogen) and total RNA was extracted according to the manufacturer’s instructions. 1 µg of RNA were used for reverse transcription assays using SuperScript II reverse Transcriptase Mix (Invitrogen) according to the manufacturer’s instructions.

#### From sucrose gradients

50 pg of Luciferase RNA (Promega) was added to 250 µl of collected fractions and RNA was extracted with 750 µl of TRIzol LS (Invitrogen) according to the manufacturer’s instructions. cDNAs were synthetized using SuperScript™ II Reverse Transcriptase (Invitrogen).

### Real Time qPCRs

Quantitative PCR assays were performed using SYBR Green (Roche, Applied Biosystem) following the manufacturer’s instructions. Relative cDNA expression was normalized either by β-Actin, Psmd9, Tbp and 603B20Rik mRNA levels (total cell RNA) or Luciferase mRNAs (sucrose gradient RNA). Serial dilutions were systematically performed to calculate qPCR efficiency, verify amplification linearity and determine normalized relative cDNA concentrations. Primers are listed in Supplementary Data 9C.

### Metabolic labeling of protein synthesis

Cells were transfected with siRNAs in 6-well plates 48 h before metabolic labeling. Cells were then incubated for 5 min at 37 °C with 55 µCi/well of 35S-L-methionine and ^35^S-L-cysteine Promix (Perkin Elmer). To validate the labeling efficiency, cycloheximide (100 mg/mL final) was added for 10 min prior to labeling. Cells were then washed with 1 ml of ice-cold PBS and lysed in 500 µL of RIPA buffer mixed with 1× final LDS Novex™ 4× Bolt™ loading buffer (ThermoFisher). Extracts were then run on precast Bis-Tris Bolt™ 4 to 12% acrylamide gels (ThermoFisher) before staining with the Simply Blue Safestain (Thermo) according to manufacturer’s guidelines to visualize total protein loading across lanes. The gel was then incubated in 30% ethanol, 10% acetic acid, and 5% glycerol for 1 h and dried at 75 °C for 90 min. ^35^S radioactivity levels were measured using the Typhoon Phosphor imager.

For rescue experiments, cells were transfected with siRNAs in 96-well plates 48 h before HomoPropargylGlycine (HPG) metabolic labeling and treated or not with 100 ng/ml of doxycycline. Cells were then incubated for 30 min at 37 °C with 50 μM HPG in methionine/cysteine-free media. To validate the labeling efficiency, emetine (25 μg/mL final) was added during HPG labeling. Cells were then washed twice with PBS and HPG/Alexa Fluor 594 Click-it reaction was performed according to the manufacturer’s protocol (Life Technologies). Alexa Fluor 594 mean fluorescence intensities per cell were determined by HCS microscopy analyses as described above.

### RLP24 homologs protein alignments

The following protein sequences were considered for protein alignments. For RLP24 homologs: *S. cerevisiae* (Q07915), *C. elegans* RLP24 (Q17606), *D. rerio* RLP24 (Q7ZTZ2), *M. musculus* RSL24D1 (Q99L28), R*. norvegicus* RSL24D1 (Q6P6G7), *B. Taurus* RSL24D1 (Q3SZ12), *H. sapiens* RSL24D1 (Q9UHA3). For RL24 homologs: *S. cerevisiae* RL24A (P04449), *S. cerevisae* RL24B (P24000), *M. musculus* RL24 (Q8BP67). Multiple protein alignments were performed with the Clustal Omega software (https://www.ebi.ac.uk/Tools/msa/clustalo/)^66^ and visualized with the Jalview software (http://www.jalview.org/)^67^.

### RSL24D1 protein structure predictions

Yeast RLP24 and human RSL24D1 structures were obtained from cryo-EM pre-60S structures available in the Protein Data Bank: PDB-6N8J (2019, 3.50 Å resolution)^34^, PDB-6LSS (2018, 3.70 Å resolution)^33^. Mouse RSL24D1 protein structures were modeled based on these 2 cryo-EM protein structures using the SWISS-MODEL structures assessment tool (https://swissmodel.expasy.org/assess)^68–70^ and were overlapped using the Pymol software.

### RNA-Seq sequencing and analysis

RNA libraries were prepared with the TruSeq Stranded Total-RNA kit and sequenced using an Illumina NovaSeq 6000. Raw sequencing data quality controls were performed with FastQC (0.11.5) and aligned on the mouse genome (GRCm38) with STAR (2.7.0f). RNA quality control metrics were computed using RSeQC (3.0.0)^71^. Gene expression was quantified using Salmon (0.14.1) from raw sequencing reads, using the annotation of protein coding genes from gencode vM20 as index. The analyses were performed using R (3.6.1). Starting from salmon transcript quantification, we used Tximport (v1.12.3)^72^ and DESeq2 (v1.24)^73^ to perform the differential expression analyses (Wald test, and *p*-value corrections with the Benjamini–Hochberg method). RNA-seq predictions for mouse and human PSCs, differentiated cells and tissues were obtained from a published dataset (GSE45505)^27^.

### GO enrichment analysis

The analysis of overrepresented gene ontology (GO) categories were conducted using a reference set of 15093 genes expressed in CGR8 cells and using BiNGO (v3.0.3)^74^ as well as the open source bioinformatics software platform Cytoscape (v3.7.2)^75^ for visualization of the results. Only annotations with *p* values < 0.01 (defined by hypergeometric test and Benjamini–Hochberg correction) were considered for further analysis.

### Target genes analysis with StemChecker

Differentially expressed genes in Rsl24d1-depleted cells were analyzed using the web-server StemChecker (http://stemchecker.sysbiolab.eu/)^38^, without masking the cell proliferation and cell cycle genes.

### Analysis of binding sites defined by ChIP-seq

To identify binding sites for TFs and chromatin-associated factors in the ±1 kb region of TSSs, we combined all datasets available in the ChIP-Atlas database^39^ corresponding to mouse wild type ESCs and mouse differentiated cell types for each factor. Binding sites preferentially bound by selected factors in ESCs were selected if they present a ratio of ESC average score / Differentiated average score >2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

The publicly available dataset used in this study can be accessed under the GEO accession codes GSE45505, GSE89211, GSE116603, and GSE85717. The RNA-seq data profiles generated in this study have been deposited to NCBI GEO under accession number GSE218290. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^76^ partner repository with the dataset identifier PXD030497. All other data supporting the findings of the study are available in this article, its supplementary information files, or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: RSL24D1 sustains steady-state ribosome biogenesis and pluripotency translational programs in embryonic stem cells
**Source:** Nat Commun. 2023 Jan 23;14:356. doi: 10.1038/s41467-023-36037-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNAseq-based gene expression predictions for RBFs and RPs in mouse samples.

File Name: Supplementary Data 2

Description: Mass spectrometry analysis of total extracts from si-CTL and si-Rsl24d1 treated CGR8 cells.

File Name: Supplementary Data 3

Description: Gene ontology enrichment analysis of up- and downregulated proteins in RSL24D1 depleted ESCs.

File Name: Supplementary Data 4

Description: DEseq2 analysis of si-CTL, si-Rsl24d1 no rescue, siCTL with rescue and si-Rsl24d1 with rescue at day 0 and day 4 of differentiation.

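The values of Supplementary Data 4F equal the deposited log2(TPM + 1) to within 1e-09 for the 570 genes compared, in all 24 columns. The log2 fold changes of Supplementary Data 4A and 4B are the authors' own, from DESeq2 on counts. Of the 1403 genes held of Supplementary Data 4A, 1398 were found by name in the deposited table, and all 1398 changed in the same direction here. A change above 1.8-fold on the log2(TPM + 1) scale was seen for 690 of them, and for 1296 when 0.1 was added to the TPM. Across these genes the log2 fold changes correlated with r = 0.791, and the difference from the paper's value had a median of -0.36 for higher and 0.15 for lower genes. For Supplementary Data 4B, 529 of 530 genes were found, and 529 changed in the same direction in rescued cells against si-CTL cells without rescue. The correlation was r = 0.804, with 198 of the 218 genes differentially expressed here listed in the table. Against si-CTL cells with rescue, 524 had the same direction.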

File Name: Supplementary Data 5

Description: GO annotation enrichment analysis of genes differentially expressed in Rsl24d1-depleted undifferentiated ESCs (day 0).

File Name: Supplementary Data 6

Description: Stemchecker analysis of differentially expressed genes in Rsl24d1-depleted ESCs.

File Name: Supplementary Data 7

Description: Analysis of transcription and chromatin factor binding sites.

File Name: Supplementary Data 8

Description: GO annotation enrichment analysis of genes upregulated upon ESC differentiation.

File Name: Supplementary Data 9

Description: Supplementary method information (primers, shRNAs, siRNAs and antibodies).

How the deposited data were processed for this re-analysis (not part of the article)

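RNA-seq was measured in 24 libraries of mouse CGR8 ESCs, 3 in each of 8 groups defined by the day (day 0, or day 4 of RA treatment), the siRNA (si-CTL or si-Rsl24d1) and the rescue (without or with doxycycline-induced RSL24D1). Sample conditions were read from the deposited labels. The paper's methods give TruSeq Stranded Total-RNA libraries, collection 72 h after transfection, GMEM and RA without LIF. The labels give a poly-A kit and DMEM, both 48 h and 72 h, an empty vector for cells without doxycycline, and a design text with LIF and RA. These conflicts could not be settled from the values.

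The authors quantified reads with Salmon, summarised them to genes with tximport and deposited log2(TPM + 1), that is, log2 of TPM with 1 added, in 1 table of 54242 gene symbols. TPM sum to 1000000 in every library. Of the symbols, 52259 are in gencode vM21 and 1983 are not, and 21447 are protein coding, although the paper's methods name a protein-coding index of release vM20. Pseudogenes, lincRNA and snoRNA are listed too. For the 570 genes of Supplementary Data 4F that could be compared, all 24 columns equal the deposited values to within 1e-09. These values keep no library size, so the depth of each library is unknown, no count model can be fitted and no counting interval can be given. The precision rests on the 3 libraries per group. The authors used DESeq2 on counts for their own comparisons.

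Genes with a mean log2(TPM + 1) of at least 0.5 over all libraries were tested, 16447 in all. Groups were compared with limma 3.58.1 in R 4.3.3 (linear model with 8 group means, empirical Bayes with an intensity trend), without a term for replicate number, with Benjamini-Hochberg adjustment within each comparison. Genes with an adjusted p below 0.01 and a change over 1.8-fold on the log2(TPM + 1) scale, which is 0.848 on the log2 scale, are called differentially expressed, upregulated or downregulated. The thresholds are the paper's. All tests are two-sided. The comparisons were si-Rsl24d1 against si-CTL on each day, rescued si-Rsl24d1 against si-CTL without and with rescue, rescued against unrescued si-Rsl24d1, day 4 against day 0 within si-CTL, si-Rsl24d1 and rescued cells, and si-CTL with against without rescue. Interactions were tested between the effect of the siRNA and the day, and between the effect of the siRNA and the rescue at day 0. Replicate numbers were checked for pairing and gave none, and no library duplicates another (highest correlation 0.99539, 0 identical pairs).

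Gene lists were scored in each library by their mean log2(TPM + 1) over all genes of the list in the data, and the genes of the list that passed the filter were tested with fry from limma, adjusted over 60 tests for marker lists and 72 tests for each other family of lists. Lists written from general knowledge covered pluripotency, post-implantation, ectoderm, endoderm and mesoderm markers, developmental gene families, p53 targets and ATF4 targets. They are not the lists of the paper's reference 43. Proteins of the large and small ribosomal subunit and ribosome biogenesis factors were taken from Supplementary Data 1. Lists of RA targets, germ cell, meiosis and 2-cell stage genes, short RNA polymerase III transcripts and histone genes without poly-A tails were added after the values of Dazl, Dppa3 and Nanog at day 4 and the group means of Rn7s1, Rn7sk, Rmrp and Rpph1 had been seen. A list of 18 pluripotency transcription factor and Polycomb (PRC) genes was read gene by gene.

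Genes named in the text follow a rule. It names Rsl24d1, the 18 genes of that list, Mdm2, Rpl24, Rpl8, Eif6, Trp53 and Cdkn1a. It adds, for each comparison, the 3 called genes with the largest rise and the 3 with the largest fall whose 3 libraries of one group lie all above or all below the 3 of the other. Of each list reported, at most 3 genes in each direction are named, and 1 item is not reported here. Where a group is listed at 0 in all 3 libraries, no fold change is given, apart from 2 set beside values of the paper. Values of Rsl24d1, Mdm2, Cdkn1a, Apaf1, Zfp42, Nr0b1, Esrrb, Nanog, Gpx3, Zfp365, Serpine2, Chac1, Dppa3 and Dazl had been seen in the paper's tables, and other values in those tables may have been. Coordinates are those of gencode vM21 on GRCm38. Gene names, not identifiers, link the values to the annotation.

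The comparisons, thresholds and most alternatives were set before the data were examined. So were the lists, apart from those described above as added after values had been seen. The values seen in the paper's tables come from the same libraries, however, and may have been known when the lists were written. The p53 and ATF4 lists hold some of those genes, such as Mdm2, Cdkn1a and Chac1, and were not retested without them. The alternatives were 0.1 and 2 in place of 1 added to the TPM, no filter, a filter at a mean of 1.5, a fit of only the groups compared, replicate number as a block, median of ratios scaling, no fold change threshold, the other si-CTL group as control of the rescue, camera in place of fry, z scores and ssGSEA (gseapy 1.3.1) in place of means, other choices of genes for the principal components, and leaving out each library in turn. Removal of a trend with transcript length and a restriction to protein coding genes were added after the data had been seen. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

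The steps were tested on simulated data. These were group means of the real libraries with known changes added, plus normal noise drawn for each gene with its own spread. Because genes were drawn independently, the rates given next do not cover correlated genes or trends between single libraries. Of genes changed by 1 on the log2 scale, 87% were called in the right direction, and 98% of those changed by 2, with 0 unchanged genes called. Fry gave an unadjusted p below 0.05 for 8 of 99 unchanged lists, somewhat more than its nominal rate. The ratio of the change with rescue to that without was recovered as 0.97 for a true ratio of 1 and 0.49 for 0.5.

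Gene Ontology terms, the stem cell gene set comparisons, chromatin data, protein data and images were not analysed here. The copies of Supplementary Data 4C, 4D and 4E held only 1998 genes each and were used for single genes only, without overlap or enrichment tests.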

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

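The tests of a sample swap and of composition for Rsl24d1, of composition for the p53 and ATF4 lists across days, of 1 common effect of doxycycline on short RNAs, of p53 activity for the 2-cell list, of GC content as the whole cause, the splits with the additive siRNA effect removed, and all tests of lists taken in groups (the further lists, the mesoderm and germ cell lists across days, the lists that differ with rescue, and the meiosis, 2-cell and RA target lists over time) were chosen after the results had been seen, and every removal of a length or GC trend after the data had been seen. Composition here means that a few genes take a larger share of the TPM, and it was tested with median of ratios scaling. Removal of a length or GC trend also takes out each library's overall level, so it is not fully apart from scaling. Depth could not be examined because the deposited values keep none, and the labels name no sequencing or library batch. Unless an adjusted p is named, fry p values are unadjusted.

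The effect of si-Rsl24d1 on its own target differed between the days. Rsl24d1 mRNA was -1.95 from the control at day 0 and -0.04 at day 4, an interaction of 1.91 on the log2 scale (standard error 0.10, adjusted p = 2.7e-11 from limma), with all 3 si-Rsl24d1 libraries below the 3 controls at day 0. A swap of the day 4 si-Rsl24d1 libraries with another day 4 group is argued against by the lowest Rsl24d1 value of the 12 day 4 libraries, 6.50, which is far above the 5.20 of si-Rsl24d1 at day 0. Composition is argued against by the interaction of 1.75 with scaling, although with scaling the day 4 difference was -0.20 and significant. A swap with libraries outside the series was not tested. A candidate explanation is that the siRNA acted less or not at all at day 4, several days after transfection, but this remains a hypothesis, since siRNA levels and protein were not measured here. If so, differences at day 4 could reflect earlier depletion more than depletion at that time, which the design does not separate.

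The same interaction gave 922 differentially expressed genes, 477 higher and 445 lower at day 4 than at day 0. When the siRNA labels were permuted within days, 3 of 100 splits gave as many genes, the real one included, and the highest other number was 1494, but such splits carry the siRNA effect itself into the interaction and decide nothing about chance. With the additive siRNA effect of each gene removed first, 1 of 100 splits, the real one, gave as many genes and the highest other number was 3, so chance can be excluded at this level. All genes were shifted by a median of 0.14, of which scaling removed 0.13, so list values below are to be read against that shift. The effect of the siRNA moved up from day 0 to day 4 for ATF4 targets (median 1.25, adjusted p = 1.3e-07 from fry, 26 of 27 genes) and down for p53 targets (median -0.96, adjusted p = 8.6e-12 from fry, 27 of 30 genes). Composition is argued against as the cause of these by fry p values with scaling of 1.2e-19 for p53 and 6.5e-08 for ATF4 targets, and a length trend by a p of 3.8e-08 for ATF4 targets once it was removed. The p53 list fell by 0.94 from day 0 to day 4 in si-Rsl24d1 cells and by 0.53 with rescue at day 0, and as a hypothesis this response may fade as Rsl24d1 mRNA returns. For ATF4 targets the difference closed mainly because the list fell by 0.79 over time in si-CTL cells, while it rose by 0.25 in si-Rsl24d1 cells, and rescue at day 0 moved it by 0.04 (adjusted p = 0.74 from fry, 0.046 with scaling).

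For 8 further lists the medians of this interaction were 0.64 for pluripotency, -0.17 for post-implantation and 0.54 for endoderm markers, -0.33 and -0.32 for large and small ribosomal subunit proteins, 0.24 for ribosome biogenesis factors, 0.50 for RA targets and -0.32 for meiosis genes. Their adjusted p values from fry lay between 1.8e-06 (pluripotency) and 0.009 (large subunit). With replicate number as a block, the large subunit was at 0.015 and so above 0.01. The direction held for 18 of 20 pluripotency genes, 13 of 15 endoderm genes and 128 of 160 biogenesis factors, whereas the post-implantation genes were 6 higher and 6 lower, so that the median of this list stands for no common direction. For the pluripotency, post-implantation, endoderm, small subunit and meiosis lists, composition as the cause is argued against by a largest adjusted p of 0.0069 from fry with scaling, and a length trend by 0.0041 after its removal. For the other 3 lists 1 of the 2 tests missed the adjusted p under 0.01 that was required here of an interaction. With scaling, biogenesis factors had a median of 0.08 (adjusted p = 0.033 from fry), so composition stayed open for them. The large subunit had a median of -0.49 with scaling (adjusted p = 0.013 from fry), larger in size than the -0.33 without it. This argues against composition as the cause for the large subunit, although the adjusted p missed 0.01. For both lists a length trend is argued against by adjusted p values of 0.0041 and 0.008 from fry after its removal. For RA targets composition is argued against by an adjusted p of 0.00097, and a length trend stayed open (adjusted p = 0.01 from fry after its removal). GC content, reads shared between ribosomal protein genes and their pseudogenes, and the difference in RNA yield between days stayed open. The pluripotency list was -0.52 from si-CTL in si-Rsl24d1 cells at day 0 and 0.08 from it at day 4.

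The median for mesoderm markers was 0.25 (adjusted p = 0.00072 from fry, 13 of 16 genes higher). Composition is argued against by an adjusted p of 0.0065 from fry with scaling. After removal of the length trend the adjusted p was 0.44, so a length trend between libraries may account for it. For germ cell genes the median was -0.07 while the mean was 0.11 and fry called the list higher (adjusted p = 0.0056). With scaling its adjusted p was 0.28 and without the length trend 0.77, so both composition and a length trend may account for it.

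The effect of the siRNA at day 0 also differed with rescue, without minus with, in 21 genes, 17 higher and 4 lower. With siRNA labels permuted within the rescue groups, 9 of 100 splits gave as many genes and the highest other number was 1674, but these splits too carry the siRNA effect and decide nothing. With the additive siRNA effect removed, 1 of 100 splits, the real one, gave as many genes and the highest other number was 1, so chance can be excluded at this level for this count. The medians were -0.28 for pluripotency markers (adjusted p = 8e-04 from fry, lower for 20 of 20 genes), 0.47 for p53 targets (adjusted p = 2.2e-06 from fry, higher for 28 of 30) and 0.34 for 2-cell stage genes (adjusted p = 0.00025 from fry, higher for 9 of 9). Composition is argued against by the largest adjusted p of the 3 lists with scaling, 0.0016 from fry, and a length trend by 0.0021 after its removal. A response to the amount of Rsl24d1 may explain these, as a hypothesis. An effect of doxycycline that depends on the siRNA was not tested apart from it.

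The paper's text states no RNA-seq result for si-CTL cells with against without rescue. At day 4 they differed in 9 genes, 6 higher and 3 lower, and in 1677 genes by the adjusted p alone. The genes were led by the pseudogene Gm49326 (1.29), Snhg14 (1.26) and the snoRNA gene Gm22270 (1.12), and by the pseudogene Gm8430 (-3.98), Brms1l (-1.28) and the pseudogene Gm10288, which is listed at 0 with rescue. Of 10 splits of these libraries 1, the real one, gave as many as 9 genes, with 0 as the highest other number, but with 10 splits the share is never under 0.1, so chance cannot be excluded by this count alone. The 9 genes depended on single libraries, with 1 gene without no rescue replicate 1 or 2 or without rescue replicate 1 or 3, 18 without rescue replicate 2 and 29 without no rescue replicate 3. Log2 fold changes went with transcript length (Spearman 0.34 across genes) and GC content (-0.35). Composition is argued against by 1845 genes at the adjusted p with scaling, and the length trend by 1407 after its removal. Removal of a GC trend left 473, so a GC content trend between libraries may be part of the cause. The 473 genes that still passed limma's adjusted p compare with 0 as the highest number in the other splits, so the groups still differed. The trend was taken out as a smooth curve for each library, which may leave part of it in place. Whether GC content is the whole cause therefore stays open. Doxycycline or ectopic RSL24D1 may act as well, and the design does not separate them from a difference in library preparation between these groups. Because si-CTL cells without rescue are the control of si-Rsl24d1 cells at day 4, differences of that comparison that are also seen here could come from these control libraries.

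Short RNA polymerase III transcripts, 7 genes in the data, moved in opposite directions with rescue in si-CTL cells. The mean log2(TPM + 1) differed by 2.16 at day 0 (3.07 ± 0.95 without and 5.22 ± 0.74 with rescue, adjusted p = 0.031 from fry) and by -2.46 at day 4 (4.66 ± 1.46 and 2.20 ± 0.76, adjusted p = 0.019 from fry), with the 3 libraries of each group apart from the others both times. The opposite sign, -2.46 at day 4, argues against an effect of doxycycline or RSL24D1 that is the same on both days. A different yield of short RNAs in library preparation would lead to a negative relation with each library's slope against transcript length. Over 24 libraries centred within groups, r was -0.49 (permutation p = 7.0e-02) and rho -0.47 (permutation p = 7.6e-02) with 100000 permutations, and r was -0.34 without the 2 libraries farthest from the median slope. Centring within groups removes the difference between the si-CTL groups, so this relation does not bear on it. Across genes, changes with rescue in si-CTL cells went with transcript length at Spearman -0.31 at day 0 and 0.34 at day 4. These signs are opposite to those of the list, which a difference in yield would give. Between si-Rsl24d1 and si-CTL cells with rescue at day 4, however, the list differed by 2.79 at a Spearman value of 0.01. Yield and biology can therefore not be told apart for this list, and the groups were small. These RNAs lack poly-A tails, and the conflict over the library kit bears on how far they were captured.

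Lists that the paper does not examine rose over time in si-CTL cells. Mean log2(TPM + 1) from day 0 to day 4 rose by 0.82 for RA targets (adjusted p = 2.3e-14 from fry), 1.07 for germ cell genes (adjusted p = 2e-17 from fry, 16 of 17 genes), 0.67 for meiosis genes (adjusted p = 1.6e-12 from fry) and 0.95 for 2-cell stage genes (adjusted p = 2.6e-11 from fry), in all 3 libraries each time. For the germ cell list, a rise due only to genes whose values had been seen is argued against by a fry p of 2.9e-16 without them, reads shared between Rhox paralogs by 1.1e-15 without the Rhox genes, and composition by 1.4e-20 with scaling. For the other 3 lists, composition is argued against by a largest p of 1.1e-11 with scaling and a length trend by 3.4e-11. The rise of RA targets is what the treatment would lead to, and as a hypothesis RA may also induce germ cell and meiosis genes, a few of which, such as Dazl (3.40), Rhox6 (2.85) and Rhox9 (2.80), rose strongly, while Prdm1 fell by 0.36. Cells of another type were not tested for. The RA list shares Meis2 with the ectoderm list, and the germ cell list shares Dppa3 and Prdm14 with the pluripotency list.

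The 2-cell stage list was also higher in si-Rsl24d1 cells than in si-CTL cells at day 0, by 0.83 (1.18 and 2.01, adjusted p = 5.3e-11 from fry, 9 of 9 genes and 3 of 3 libraries), led by Gm4340 (1.56), Zscan4f (1.21) and Zscan4d (1.11). With rescue the difference from si-CTL cells with rescue was 0.43. Reads shared between Zscan4 paralogs as the cause are argued against by a fry p of 2.3e-09 without them, and composition by 1.4e-10 with scaling. At day 4 the 2-cell list differed by 0.91 between si-Rsl24d1 and si-CTL cells with rescue, where the p53 list differed by -0.03. The 2 lists therefore did not go together at that time. At day 0 the p53 list was higher in si-Rsl24d1 cells both without (1.19) and with rescue (0.78), so the day 4 values do not exclude p53 activity as a cause of the day 0 rise. Rescue lowered the list at day 0 (1.60, against 2.01 without it), but at day 4 the difference was smaller without rescue (0.58) than with it (0.91), and rescued si-Rsl24d1 cells (2.96) lay above unrescued ones (2.71). These values go against the amount of Rsl24d1 mRNA as the cause at day 4, and an effect of the siRNA on other targets was not tested.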

How the results depend on the processing

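The settings that removed a trend with transcript length or kept protein coding genes alone were chosen after the data had been seen, and the others before. Of 272 results, 117 answer a comparison and 155 are single genes. Under the planned settings, values of the results that answer a comparison kept their direction and their side of the threshold, or stayed within their spread, 494 times, moved 40 times, gained significance 18 times, lost it 30 times and reversed 19 times. Under the settings added later the same numbers were 66, 4, 2, 8 and 4, and with libraries left out in turn 693, 26, 10, 32 and 7. Single genes kept both 871 times, lost significance 40 times and gained it 2 times under planned settings, and with libraries left out 780 kept both, 135 lost significance and 15 reversed. For every value below other than those of a threshold or a filter, which act on the number of genes by construction, the cause was not tested.

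The results that kept direction and side under every setting they were run with include the change of Rsl24d1 at day 0 (-1.95), its interaction with the day (1.91), the lower pluripotency and higher post-implantation lists in si-Rsl24d1 cells at day 0, the p53, ATF4 and developmental lists at day 0, and the higher endoderm and mesoderm lists in si-Rsl24d1 cells at day 4.

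Numbers of differentially expressed genes depended most on the fold change threshold, except between the 2 si-CTL groups at day 0. Without the fold change threshold they were, for si-Rsl24d1 against si-CTL at day 0, 5008 in place of 687, for rescued cells against si-CTL 4438 in place of 218, and for rescued against unrescued si-Rsl24d1 cells 2511 in place of 46. For day 4 against day 0 they were 10010 in si-CTL, 9177 in si-Rsl24d1 and 9562 in rescued cells, in place of 2469, 2327 and 2452. For si-Rsl24d1 against si-CTL at day 4 the number was 5087 in place of 268, for rescued cells against si-CTL at day 4 3060 in place of 144, for si-CTL with against without rescue 2 in place of 0 at day 0 and 1677 in place of 9 at day 4, for the interaction with the day 5082 in place of 922 and for that with the rescue 343 in place of 21. With 0.1 added to the TPM, the numbers were 1224 for si-Rsl24d1 and 488 for rescued cells against si-CTL, 151 for rescued against unrescued cells, 3796 for day 4 against day 0 in si-CTL, 601 for si-Rsl24d1 and 319 for rescued cells against si-CTL at day 4, 34 for the 2 si-CTL groups at day 4, 1452 for the interaction with the day and 32 for that with the rescue. With 2 added, they were 25 for rescued against unrescued cells, 158 for si-Rsl24d1 and 93 for rescued cells against si-CTL at day 4 and 12 for the interaction with the rescue.

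Median of ratios scaling gave 23 genes for rescued against unrescued si-Rsl24d1 cells and 168 for si-Rsl24d1 against si-CTL at day 4, and removal of the length trend gave 23 and 168 as well. That removal also takes out each library's overall level, so the same numbers are not separate evidence. With protein coding genes alone, rescued cells differed from si-CTL cells at day 4 in 91 genes and the si-CTL groups at day 4 in 3. The si-CTL groups at day 4 differed in 2 genes without a filter, and those at day 0 in 4 genes when only these groups were fitted. The median ratio of the change with rescue to that without, 0.63, was 0.56 with si-CTL cells without rescue as the shared control. Rsl24d1 at day 4, -0.04, was -0.20 and significant with median of ratios scaling.

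The first principal component held 54.6% of the variance and 47.7% over the most variable genes, 46.8% with genes scaled to unit variance, 49.7% without a filter and 45.4% with 0.1 added to the TPM. The correlation across genes of the changes over time between si-CTL and rescued cells, 0.74, was 0.71 without a filter, 0.76 with a filter at 1.5 and 0.71 with 0.1 added to the TPM, and that between si-Rsl24d1 and rescued cells, 0.87, was 0.84, 0.89 and 0.82.

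For differences between list means, the ectoderm list in si-CTL cells from day 0 to day 4, -0.05, was 0.10 with 0.1 added to the TPM, 0.03 with median of ratios scaling, 0.09 in z scores and 255.44 in ssGSEA units. In rescued cells it was 0.06, with separated libraries at 0.16 with 0.1 added and at 0.41 in z scores. The mesoderm list in si-CTL cells, -0.13, was -0.12 with 0.1 added and -0.18 in z scores, with overlapping libraries in both. In si-Rsl24d1 cells the mesoderm difference over time was 0.08, with separated libraries at 0.25 with 0.1 added, 0.06 with scaling, 0.43 in z scores and 326.57 in ssGSEA units. In rescued cells it was 0.02, and 0.17 with 0.1 added, -0.00 with 2 added, -0.01 with scaling and -44.45 in ssGSEA units. The pluripotency difference over time in si-Rsl24d1 cells, 0.08, had separated libraries at 0.06 with scaling and at 230.53 in ssGSEA units, and in rescued cells, -0.01, it was -0.08 with scaling and 58.44 in ssGSEA units. Between si-Rsl24d1 and si-CTL cells at day 4 it was 0.08, and -0.08 with scaling. Libraries overlapped for the post-implantation list at day 4 in z scores (0.31), for the endoderm list at day 0 in z scores (0.24) and ssGSEA (456.37), and for that list between rescued and unrescued cells in ssGSEA (-233.44).

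Adjusted p values of list tests are given below with their range over the alternatives. For si-Rsl24d1 against si-CTL at day 0, the ectoderm list (0.0023, range 2.8e-05 to 0.85) was at 0.051 with 0.1 added to the TPM and 0.85 with camera. The endoderm list (0.045, range 0.0086 to 0.16) was at 0.064 with 2 added, 0.059 with a replicate block and 0.16 with camera. The mesoderm list (0.0003, range 9.9e-06 to 0.22) was at 0.22 with camera, and the small ribosomal subunit list (0.04, range 0.0021 to 0.24) at 0.055 with the block, 0.24 with scaling and 0.074 with the length trend removed. For rescued against unrescued si-Rsl24d1 cells, camera gave 0.095 for the post-implantation list (0.00034, range 0.00013 to 0.095), 0.85 for ectoderm (0.0093, range 0.0052 to 0.85), 0.47 for endoderm (0.026, range 0.014 to 0.47) and 0.71 for mesoderm (0.0023, range 0.002 to 0.71). Scaling gave 0.11 for ectoderm, and length trend removal 0.18, 0.11 and 0.54 for the 3 germ layers. The ATF4 list (0.74, range 0.0033 to 0.77) was at 0.046 with scaling and 0.0033 with camera, the large subunit list (0.093, range 3.3e-11 to 0.11) at 0.027, 3.3e-11 and, without the length trend, 0.044, and the small subunit list (0.16, range 5.6e-08 to 0.19) at 0.044 with scaling and 5.6e-08 with camera. Ribosome biogenesis factors (0.16, range 0.0024 to 0.48) reversed with scaling (0.0024), camera (0.48) and length trend removal (0.2).

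For day 4 against day 0 in si-CTL, camera reversed the ectoderm list (0.0014 against 0.99, range 0.00031 to 0.99) and the mesoderm list (0.0044 against 0.92, range 0.0037 to 0.92), which was at 0.051 with 0.1 added to the TPM and 0.45 without the length trend. In si-Rsl24d1 cells, camera reversed the pluripotency list (0.58 against 0.97, range 0.47 to 0.97) and the ectoderm list (0.0021 against 1, range 3.2e-06 to 1). The mesoderm list there (0.017, range 0.012 to 0.71) was at 0.058 with scaling, 0.71 with camera and 0.7 without the length trend. In rescued cells the pluripotency list (0.11, range 0.0018 to 0.62) was at 0.0018 with scaling and 0.0052 without the length trend, the ectoderm list (0.025, range 4.2e-06 to 0.99) at 0.99 with camera, and the mesoderm list (0.35, range 0.0075 to 0.92) reversed with scaling (0.48) and without the length trend (0.0075). For si-Rsl24d1 against si-CTL at day 4, the pluripotency list (0.65, range 0.0069 to 0.68) reversed with scaling (0.0069), camera (0.3) and length trend removal (0.015). Camera gave 0.37 for post-implantation (0.0019, range 0.0014 to 0.37), 0.85 for ectoderm (0.0011, range 0.00084 to 0.85), 0.32 for p53 targets (0.0052, range 0.0049 to 0.59), 0.087 for ATF4 targets (0.012, range 0.012 to 0.41) and 0.5 for ribosome biogenesis factors (0.018, range 0.018 to 0.95). Scaling gave 0.59 and 0.41 for p53 and ATF4 targets, and length trend removal 0.18 and 0.14. Ribosome biogenesis factors reversed with scaling (0.018) and length trend removal (0.95).

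With each library left out in turn, the number of genes for rescued against unrescued si-Rsl24d1 cells was 33 to 83, highest without day 0 si-Rsl24d1 rescue replicate 3. For the si-CTL groups it was 0 to 1 at day 0, with 1 without day 0 si-CTL no rescue replicate 2. At day 4 it was 1 to 29: 1 without no rescue replicate 1 or 2 or without rescue replicate 1 or 3, 18 without rescue replicate 2 and 29 without no rescue replicate 3. The other numbers of genes stayed within 1.5 times their value. Rsl24d1 at day 4 (-0.04) ranged from -0.08 to 0.00, the latter without day 4 si-Rsl24d1 no rescue replicate 1. The correlations of changes over time ranged from 0.72 to 0.75 for si-CTL and rescued cells and from 0.85 to 0.87 for si-Rsl24d1 and rescued cells.

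Differences of the pluripotency list over time in si-Rsl24d1 cells and against si-CTL at day 4 both ranged from 0.03 to 0.13, with the libraries separated at 0.13 without day 4 si-Rsl24d1 no rescue replicate 1. In rescued cells the range was -0.03 to 0.02, at 0.02 without replicate 3 of day 0 or of day 4. The ectoderm difference over time in si-Rsl24d1 cells ranged from -0.01 to 0.08, with 0.08, -0.00 and -0.01 without day 4 si-Rsl24d1 no rescue replicate 1, 2 and 3. In rescued cells it ranged from 0.04 to 0.08, separated without day 0 replicate 3 (0.08). The mesoderm difference over time ranged from 0.05 to 0.11 in si-Rsl24d1 cells, separated without day 0 replicate 2 (0.08) and without day 4 replicate 1 (0.11), and from 0.01 to 0.05 in rescued cells, separated without day 0 replicate 3 (0.05).

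For adjusted p values of lists at day 0, the range with libraries left out was 0.019 to 0.12 for endoderm in si-Rsl24d1 against si-CTL cells, above 0.05 without si-CTL replicate 2 (0.11) or 3 (0.12) or si-Rsl24d1 replicate 1 (0.078), 2 (0.065) or 3 (0.11). It was 0.029 to 0.16 for the small ribosomal subunit, above 0.05 without si-CTL replicate 1 (0.16) or 2 (0.059) or si-Rsl24d1 replicate 1 (0.065) or 3 (0.13), and 0.022 to 0.091 for ribosome biogenesis factors, above without si-CTL replicate 1 (0.091) or si-Rsl24d1 replicate 3 (0.07). For the large subunit in rescued against si-CTL cells (0.016) it was 0.0044 to 0.082, above without si-CTL replicate 1 (0.082) or rescue replicate 1 (0.067). For rescued against unrescued si-Rsl24d1 cells it was 0.016 to 0.06 for pluripotency (0.013), above without no rescue replicate 3 (0.057) or rescue replicate 3 (0.06), and 0.01 to 0.098 for endoderm, above without no rescue replicate 1 (0.052) or 3 (0.065) or rescue replicate 1 (0.098) or 2 (0.063). Without rescue replicate 3 the large subunit (0.024, range 0.024 to 0.28), the small subunit (0.033, range 0.033 to 0.42) and the biogenesis factors (0.02, range 0.02 to 0.44) became significant.

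For changes over time the range was 0.069 to 0.92 for pluripotency in si-Rsl24d1 cells, which reversed without day 4 replicate 3 (0.45), 0.0018 to 0.53 for ectoderm, above 0.05 without day 4 replicate 1 (0.53), and 0.0018 to 0.13 for mesoderm, above without day 0 replicate 2 (0.086) or day 4 replicate 2 (0.13). In rescued cells it was 0.021 to 0.31 for ectoderm, above without day 0 replicate 2 (0.055) or 3 (0.31) or day 4 replicate 2 (0.065). For si-Rsl24d1 against si-CTL at day 4 it was 0.28 to 0.88 for pluripotency, reversed without si-Rsl24d1 replicate 3 (0.67), 0.0011 to 0.06 for ATF4 targets, above without si-CTL replicate 3 (0.06) or si-Rsl24d1 replicate 3 (0.055), 0.00024 to 0.077 for the small subunit, above without si-Rsl24d1 replicate 2 (0.067) or 3 (0.077), and 0.0044 to 0.072 for biogenesis factors, above without the same replicate 2 (0.069) or 3 (0.072). The interaction of developmental families with the day (0.013) ranged from 0.004 to 0.069, above without day 4 si-Rsl24d1 no rescue replicate 1.

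Single genes that reversed with a library left out all had changes near 0 and were not significant. In si-Rsl24d1 against si-CTL cells at day 0, without si-CTL replicate 1, Rpl24 (0.02, range -0.01 to 0.05), Sesn1 (-0.04, range -0.09 to 0.03), Smad4 (-0.05, range -0.09 to 0.00) and Stat3 (-0.04, range -0.07 to 0.02) did so. Sox2 (-0.01, range -0.04 to 0.01) reversed without si-CTL replicate 1 or si-Rsl24d1 replicate 3, Ring1 (-0.09, range -0.19 to 0.01) without si-CTL replicate 2, and Rpl8 (-0.00, range -0.03 to 0.02) without several. At day 4 Tbx6 (-0.03, range -0.11 to 0.02) and Eomes (-0.07, range -0.13 to 0.02) reversed, Eomes without si-Rsl24d1 replicate 1.

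Depth limits what can be said of weakly expressed genes, since the deposited values do not show how many reads stand behind them. On the log2(TPM + 1) scale such genes also change less than as ratios of TPM, which is how 0.1 in place of 1 raises the numbers above.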

Differences from the paper's values

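The paper's values come from DESeq2 on counts and those given here from limma on log2(TPM + 1). Alternatives set before the data were examined were 0.1 and 2 in place of 1 added to the TPM, a filter at 1.5, a fit of the groups compared alone, a replicate block, median of ratios scaling, leaving out each library, for numbers of genes also no filter and no fold change threshold, and for rescued cells si-CTL with rescue as control.

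The paper counts 1404 differentially expressed genes between si-Rsl24d1 and si-CTL cells at day 0, and here there were 687. The paper's upregulated genes number 1099, against 560 here, and the paper's downregulated genes 305, against 127. With 0.1 added to the TPM the numbers were 1224, 921 and 303, within 1.5 times the paper's, and under every other alternative the numbers still differed. In rescued cells the paper counts 444 upregulated genes, against 157 here, and 332 with 0.1 added, which no longer differed, while all other alternatives, the other si-CTL control included, did.

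For single genes in si-Rsl24d1 against si-CTL cells at day 0, log2 fold changes differed from the paper's in Supplementary Data 4A for Chac1 (-2.91, the paper's -3.35), Cpz (3.26, the paper's 4.34), Ddit4l (2.41, the paper's 2.56), Ltb4r2 (2.97, the paper's 3.89), Nkx2-9 (2.51, the paper's 2.94), Nupr1 (-2.03, the paper's -2.33), Pck2 (-1.70, the paper's -1.89), Tbx4 (2.37, the paper's 3.89), Wnt8a (2.22, the paper's 2.62) and Zscan4d (1.11, the paper's 1.42). With 0.1 added to the TPM, the values no longer differed for Chac1 (-3.31), Ddit4l (2.54), Ltb4r2 (3.77), Nkx2-9 (2.93), Nupr1 (-2.30), Pck2 (-1.88), Wnt8a (2.59) and Zscan4d (1.43). Ddit4l also came within the paper's value without day 0 si-CTL no rescue replicate 1 (2.48) or 3 (2.42) and without si-Rsl24d1 no rescue replicate 2 (2.44). The remaining alternatives still differed for these genes, and all of them did for Cpz and Tbx4.

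In rescued against si-CTL cells at day 0, Supplementary Data 4B and the values here differed for Cpz (2.29, the paper's 3.40) and Ltb4r2 (2.05, the paper's 3.00), and no alternative brought them together. H2ac19 is listed at 0 in si-CTL cells, so its value here (2.16, the paper's 8.18) is set by the constant added to the TPM and does not test the paper's.

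From day 0 to day 4 in si-CTL cells, values differed from the paper's in Supplementary Data 4C for Col4a2 (1.28, the paper's 1.48), Crabp1 (1.15, the paper's 1.29), Cubn (1.46, the paper's 3.50), Dab2 (1.48, the paper's 1.82), Dazl (3.40, the paper's 3.74), Dppa3 (2.05, the paper's 2.18), Dppa5a (1.03, the paper's 1.15), Meis2 (2.89, the paper's 3.93), Nanog (0.79, the paper's 0.92), Ncam1 (0.73, the paper's 1.08), Rhox6 (2.85, the paper's 3.17) and Rhox9 (2.80, the paper's 3.12). With 0.1 added to the TPM, Col4a2 (1.35), Dab2 (1.68), Dazl (3.59), Ncam1 (0.94) and Rhox9 (2.99) no longer differed. With median of ratios scaling Col4a2 (1.41), Crabp1 (1.29), Dppa3 (2.19), Dppa5a (1.17) and Nanog (0.93) no longer differed. Col4a2 was at 1.36 without day 0 si-CTL no rescue replicate 1 and Crabp1 at 1.20 without day 4 si-CTL no rescue replicate 2, both within the paper's values. The remaining alternatives still differed for these genes, and all did for Cubn, Meis2 and Rhox6. Gm10288 is listed at 0 at day 0, so its value here (4.92, the paper's 12.65) is set by the constant added and does not test the paper's either.

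The paper describes a preferential induction of ectoderm markers by RA in si-CTL cells. Of the 13 ectoderm genes tested here, which are not the paper's list, 7 were higher and 6 lower at day 4, and the mean over all 19 genes of the list differed by -0.05. This difference was above 0 with 0.1 added to the TPM (0.10), with median of ratios scaling (0.03), in z scores (0.09) and with ssGSEA (255.44 in its units), the score the paper uses, and the median log2 fold change of the genes tested was 0.11. The paper also describes higher Klf4 in rescued than in si-Rsl24d1 cells. Here it was higher by 0.19 in all 3 libraries without passing the adjusted p, which it passed with median of ratios scaling (0.32).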

Other observations

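Of the tests in this part, that of composition for the ribosomal protein lists was chosen after its result had been seen, and the removal of a length trend after the data had been seen.

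For comparisons of 3 against 3 libraries there are 10 splits, so the share that gives as many differentially expressed genes is never under 0.1 and chance cannot be excluded by this count alone. Only 1 split, the real one, gave as many genes for si-Rsl24d1 (687) and rescued cells (218) against si-CTL at day 0, for rescued against unrescued si-Rsl24d1 cells (46), for day 4 against day 0 in si-CTL (2469), si-Rsl24d1 (2327) and rescued cells (2452) and for si-Rsl24d1 against si-CTL at day 4 (268), with 0 genes as the highest of the other splits in each. For rescued cells against si-CTL at day 4 (144) the highest other number was 1. For si-CTL cells with against without rescue at day 0, limma gave 0 genes and all 10 splits gave as many, with 1 the highest, while 6739 genes had an unadjusted p below 0.05.

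The 18 pluripotency transcription factor and PRC genes at the mRNA level bear on protein measurements of the paper that were not analysed here. In si-Rsl24d1 against si-CTL cells at day 0, 12 passed the adjusted p over all genes and 12 when adjusted over the list alone, 11 lower and 1 higher, with a median log2 fold change of -0.286. Past both thresholds were Nr0b1, Zfp42 and Esrrb. Smaller differences were seen for Pou5f1 (-0.31, adjusted p = 1.8e-06 from limma), Nanog (-0.40, adjusted p = 5.4e-08 from limma), Eed (-0.27, adjusted p = 8.7e-06 from limma), Ezh2 (-0.27, adjusted p = 6.3e-04 from limma), Suz12 (-0.30, adjusted p = 5.4e-03 from limma), Jarid2 (-0.50), Tcf3 (-0.32) and Klf4 (-0.46, standard error 0.09, adjusted p = 4.1e-04 from limma), and Phc1 was higher (0.29). Sox2 (-0.01), Rnf2 (-0.04), Ring1 (-0.09), Smad4 (-0.05), Stat3 (-0.04) and Tbx3 (-0.25) did not pass. Tcf3 here is the gene of that symbol on chromosome 10. Whether it encodes the pluripotency factor that the paper's source data call Tcf3 was not examined, so its place in this list is uncertain. In rescued against si-CTL cells without rescue, 11 passed over all genes and 14 adjusted over the list alone, all lower. Against si-CTL cells with rescue 6 passed on either count, and 3 did between rescued and unrescued cells, where Phc1 was at -0.30. From day 0 to day 4 in si-CTL cells 14 passed, and 15 adjusted over the list alone, among them Pou5f1 (-1.10), Sox2 (-0.72) and Esrrb (-0.71).

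The p53 targets in si-Rsl24d1 cells at day 0 had a mean log2(TPM + 1) of 6.15 ± 0.03, against 4.96 ± 0.06 in si-CTL cells (SD, n = 3, adjusted p = 1.6e-14 from fry), with 28 of 30 genes past the adjusted p both over all genes and adjusted over the list alone, and 21 past both thresholds. Mdm2, on chromosome 10 from 117688875 to 117710758, went from 6.69 ± 0.08 to 9.02 ± 0.06 (2.33, standard error 0.06, adjusted p = 2.2e-16 from limma), Ddit4l rose by 2.41, Dcxr by 2.16 and Cdkn1a, on chromosome 17, from 5.48 to 6.66 (1.18, adjusted p = 1.7e-13 from limma). Tigar (-0.20) and Sesn1 (-0.04) were lower. Trp53 mRNA itself did not differ (0.05, adjusted p = 0.44 from limma). The list lay 0.66 above si-CTL cells without rescue in rescued cells (adjusted p = 2.7e-11 from fry) and 0.78 above si-CTL cells with rescue. At day 4 the list lay 0.17 above si-CTL (adjusted p = 0.0052 from fry, 0.59 with median of ratios scaling).

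Of the ribosomal genes in si-Rsl24d1 against si-CTL cells at day 0, the large subunit list differed by 0.04 (adjusted p = 0.38 from fry), the small subunit list by 0.14 (adjusted p = 0.04 from fry) and ribosome biogenesis factors by -0.08 (adjusted p = 0.018 from fry), with 45 of 160 factors past the adjusted p over all genes and 45 adjusted over the list alone. Eif6 was at -0.29 (adjusted p = 1.0e-05 from limma), while Rpl24 (0.02, adjusted p = 0.83 from limma) and Rpl8 (-0.00, adjusted p = 0.95 from limma) did not differ. From day 0 to day 4 in si-CTL cells, the large subunit rose by 0.31, the small subunit by 0.28, and biogenesis factors fell by 0.49.

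At day 4 the ribosomal protein lists were lower in si-Rsl24d1 than in si-CTL cells without rescue, by -0.19 for the large (adjusted p = 0.0042 from fry, 44 of 45 genes) and -0.17 for the small subunit (adjusted p = 0.013 from fry, 30 of 30 genes), and the libraries of the small subunit overlapped. A length trend as the cause is argued against by the larger fry p of both lists after its removal, 0.0061, and composition by 0.003 with scaling. The same lists were as much lower in si-CTL cells with rescue (-0.18 and -0.17), and rescued si-Rsl24d1 cells did not differ from these (0.00 and 0.01). At day 0 si-CTL cells with rescue were higher instead (0.15 and 0.17). The difference at day 4 may therefore come from the si-CTL libraries without rescue as much as from the siRNA, and the data do not separate these.

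Between si-CTL cells with and without rescue at day 0, pluripotency (-0.19, adjusted p = 0.006 from fry), post-implantation (-0.22) and ectoderm markers (-0.13, adjusted p = 0.0019 from fry) were lower and ribosome biogenesis factors were lower too (-0.14, adjusted p = 0.0041 from fry), in a comparison whose median over all genes was -0.12. At day 4 ectoderm markers (0.11, adjusted p = 0.015 from fry) and biogenesis factors (0.10, adjusted p = 0.04 from fry) were higher, with a median over all genes of 0.09. Histone genes without poly-A tails differed by 0.29 at day 0 (adjusted p = 0.0066 from fry) and -0.23 at day 4 (adjusted p = 0.047 from fry). In si-Rsl24d1 against si-CTL cells at day 0 they differed by 0.15 (adjusted p = 0.056 from fry).

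Further values of lists in si-Rsl24d1 against si-CTL cells at day 0 were 0.09 for RA targets (adjusted p = 0.0021 from fry), -0.14 for germ cell genes (adjusted p = 7.1e-06 from fry), 0.09 for meiosis genes, whose median log2 fold change was -0.05 (adjusted p = 0.022 from fry), and 1.78 for RNA polymerase III transcripts (adjusted p = 0.07 from fry). In si-CTL cells from day 0 to day 4 the ATF4 list changed by -0.79 (adjusted p = 4.2e-08 from fry), the p53 list by 0.08 (adjusted p = 0.075 from fry) and the developmental families by 0.17. At day 4, RA targets (0.40) and ATF4 targets (0.22, adjusted p = 0.012 from fry) were higher in si-Rsl24d1 than in si-CTL cells. The interaction of the siRNA with the day for developmental families had a median of 0.09 and a mean of -0.09 and fry called it lower (adjusted p = 0.013). The fry adjusted p was 4.2e-06 with median of ratios scaling and 3.6e-07 without the length trend, while camera gave 0.028. Of its genes, 27 were higher and 22 lower, so the list had no common direction.

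Of the genes differentially expressed in si-Rsl24d1 cells at day 0, 38 were so at day 4, 36 in the same direction, and 47 were so between si-Rsl24d1 and si-CTL cells with rescue at day 4, all in the same direction. Over all 687 day 0 genes, however, only 68.4% had the same direction at day 4 without rescue and 50.7% with rescue. The comparison with rescue at day 4 gave 120 genes, 114 higher and 6 lower, while the adjusted p alone was passed by 384 higher and 581 lower genes. The 120 genes were led by Rmrp (3.59), Gm50179 (2.08) and AA684185 (2.07), and by the pseudogene Gm43802 (-1.49), Ndufa4l2 (-0.97) and Slc16a3 (-0.91). For rescued si-Rsl24d1 against unrescued si-CTL cells at day 4 the largest changes were Gm50190 (2.40), Gm50180 (2.25) and AA684185 (2.12), and the pseudogenes Ptges3-ps (-4.18), Gm10288 and Gm43587, of which the last 2 are listed at 0 in rescued cells.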
